# IL-1-driven stromal–neutrophil interactions define a subset of patients with inflammatory bowel disease that does not respond to therapies

**DOI:** 10.1038/s41591-021-01520-5

**Published:** 2021-10-21

**Authors:** Matthias Friedrich, Mathilde Pohin, Matthew A. Jackson, Ilya Korsunsky, Samuel J. Bullers, Kevin Rue-Albrecht, Zoe Christoforidou, Dharshan Sathananthan, Tom Thomas, Rahul Ravindran, Ruchi Tandon, Raphael Sanches Peres, Hannah Sharpe, Kevin Wei, Gerald F. M. Watts, Elizabeth H. Mann, Alessandra Geremia, Moustafa Attar, Oxford IBD Cohort Investigators, Roche Fibroblast Network Consortium, Francesca Barone, Michael Brenner, Christopher D. Buckley, Mark Coles, Andreas P. Frei, Kara G. Lassen, Fiona M. Powrie, Sarah McCuaig, Lloyd Thomas, Elena Collantes, Holm H. Uhlig, Stephen N. Sansom, Alistair Easton, Soumya Raychaudhuri, Simon P. Travis, Fiona M. Powrie

**Keywords:** Mucosal immunology, Neutrophils, Chemokines, Inflammatory bowel disease, Cytokines

## Abstract

Current inflammatory bowel disease (IBD) therapies are ineffective in a high proportion of patients. Combining bulk and single-cell transcriptomics, quantitative histopathology and in situ localization across three cohorts of patients with IBD (total *n* = 376), we identify coexpressed gene modules within the heterogeneous tissular inflammatory response in IBD that map to distinct histopathological and cellular features (pathotypes). One of these pathotypes is defined by high neutrophil infiltration, activation of fibroblasts and vascular remodeling at sites of deep ulceration. Activated fibroblasts in the ulcer bed display neutrophil-chemoattractant properties that are IL-1R, but not TNF, dependent. Pathotype-associated neutrophil and fibroblast signatures are increased in nonresponders to several therapies across four independent cohorts (total *n* = 343). The identification of distinct, localized, tissular pathotypes will aid precision targeting of current therapeutics and provides a biological rationale for IL-1 signaling blockade in ulcerating disease.

## Abstract (web summary)

Transcriptomic and histological profiling of gut biopsies from multiple independent cohorts of patients with inflammatory bowel disease identifies distinct histopathological, molecular and cellular features associated with treatment response, providing insights for patient stratification and precision therapy.

## Main

Inflammatory bowel diseases are a heterogeneous group of disorders characterized by inflammation throughout the gastrointestinal tract. The etiology involves maladaptation between the host and its intestinal microbiota, a dialog controlled by genetic and environmental factors^1^. The complex nature of IBD is reflected in its clinical phenotypes, encompassing both Crohn’s disease (CD) and ulcerative colitis (UC) and a range of microscopic features such as granulomas, lymphoid aggregates, crypt abscesses and ulcers^2,3^. Treatments for IBD include general immunosuppressants (such as corticosteroids), immunomodulators (such as thiopurines) or biologics (such as antitumor necrosis factor-α, TNF-α) modulating specific inflammatory mediators^4^. However, identification of patients who will respond remains a major challenge.

We previously identified high expression of genes encoding the IL-6 family member oncostatin M (OSM), and its receptor OSMR, in the inflamed intestine of patients with IBD as being associated with nonresponse to anti-TNF therapy^5^. Notably, OSM produced by leukocytes signals primarily into stromal cells such as fibroblasts and endothelial cells. Subsequent transcriptomic studies have associated subsets of fibroblasts, inflammatory mononuclear phagocytes (MNPs), neutrophils and pathogenic T and plasma cells with therapy nonresponse in both UC and CD^6–12^. It remains unknown whether the cellular and molecular hallmarks of treatment response are uniform across patients or whether several different tissular pathologies are linked to therapy failure through distinct mechanisms. Further understanding in those areas is crucial to the design of personalized treatment regimens and new therapeutics for individuals that do not respond to current options.

Here, we explored how individual signatures of tissue inflammation associate with nonresponse to specific medical treatments. Transcriptomic changes linked to therapy nonresponse were found to reflect changes in cellular composition and activation state associated with distinct histological features. These molecular, cellular and histologic definitions of disease provide a basis for rational targeting of existing medications, and an alternative avenue to target inflammation in nonresponsive patients displaying ulceration with fibroblast and neutrophil remodeling.

## Results

### Identification of gene coexpression signatures in inflamed IBD tissue

Inflamed tissue from patients with IBD is commonly resected when either medical therapies have failed, when patients opt for elective surgery or when acute complications require emergency surgery. We used such tissues (referred to as difficult-to-treat IBD) as our discovery cohort (Extended Data Fig. 1). Amongst IBD tissue samples (*n* = 41) from the 31 patients in this cohort, 15 were macroscopically uninflamed, including seven samples for which paired uninflamed/inflamed tissue was available. We additionally profiled unaffected, nontumour tissue (*n* = 39) collected from 39 patients with colorectal cancer (CRC) and undergoing surgery as non-IBD controls. Bulk RNA-sequencing (RNA-seq) was used to generate whole-tissue gene expression profiles across all samples (*n* = 41 IBD and *n* = 39 non-IBD; the‘discovery cohort’).

To identify sets of genes reflective of distinct biological processes, we applied weighted gene correlation network analysis (WGCNA) to cluster coexpressed genes across all tissue samples. This identified 38 modules of highly coexpressed genes (M1–M38) (Supplementary Table 1). We correlated the expression (module eigengene) of these modules with sample characteristics, clinical phenotypes and histologic (microscopic) inflammation (Nancy index^13^); 28 modules were significantly associated with at least one of these measures (Fig. 1a). Modules were found to have dichotomous associations with traits: about half had significant positive correlations with histologic inflammation while the remainder had significant negative associations (Fig. 1a). Age appeared to have associations similar to inflammation, but this was an artifact of the older nature of the non-IBD samples used as controls. In a paired analysis of only inflamed and uninflamed IBD tissue samples from the same patients (*n* = 7), the difference in expression of a module between tissue pairs remained highly correlated with the module’s association with histologic inflammation (Nancy index) (*R* = 0.8, *P* < 0.001; Extended Data Fig. 2a), confirming that these modules reflected inflammatory processes.

**Fig. 1:**
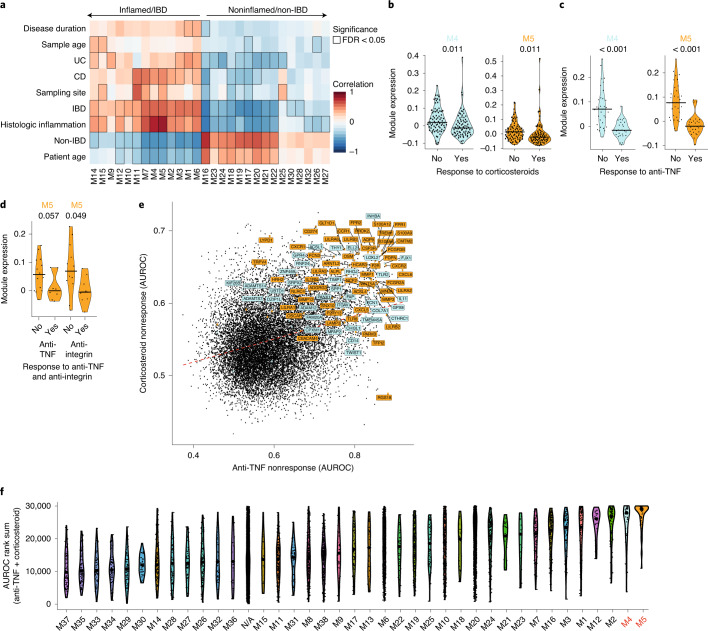
Identification of gene coexpression signatures of inflammation associated with patient nonresponse to multiple different IBD therapies. **a**, Pearson correlation between module eigengenes and clinical and histologic metadata in IBD (*n* = 41) and non-IBD (*n* = 39, normal adjacent to CRC) tissues within the discovery cohort; all modules/features with at least one significant association are shown; bordered squares indicate significant correlations (false-discovery rate (FDR) *P* < 0.05, asymptotic two-tailed *P* values estimated from Pearson coefficients). Exact *P* values are given in Supplementary Table 1. **b**–**d**, Expression of modules M4 and M5 (eigengene value) in nonresponders and responders before the start of administration of either corticosteroid (**b**^10^, *n* = 206 patients), anti-TNF (**c**,**d**^15,16^, *n* = 61 patients) or monthly anti-integrin therapy (**d**^16^, *n* = 20 patients) (two-tailed Mann–Whitney *U*-test, FDR adjusted *P* values; these were post hoc to ANOVA comparisons across the various treatment regimens in ref. ^16^ (**d**). Exact FDR adjusted *P* values (**c**): M4, 2.7 × 10^−6^; M5, 4.7 × 10^−7^. **e**, Performance (area under the receiver operator curve (AUROC)) of individual genes for prediction of nonresponse to corticosteroid (*y* axis) and anti-TNF (*x* axis) therapy; genes in M4 and M5 are labeled and highlighted turquoise and orange, respectively. **f**, Violin plots showing gene rank based on their predictive power (AUROC) for response to both anti-TNF and corticosteroid therapy, comparing all modules as detected in the WGCNA analysis. Combined ranks represent the sum of each gene’s ranks in the separate corticosteroid and anti-TNF analyses (their ranks on the *x* and *y* axes in **e**).

To determine whether the gene coexpression patterns detected reflect changes in the cell type composition of patient tissues, we applied in silico cell type deconvolution analysis to the RNA-seq data of our discovery cohort (*xCell*^14^). Correlating predicted cell type scores with module expression (eigengenes) (Extended Data Fig. 2b), modules positively correlated with histologic inflammation (Fig. 1a) were associated with signatures of stromal cells (for example, fibroblasts), B lymphocytes and plasma cells, T lymphocytes (for example, CD8^+^ T cells) and granulocytes (for example, neutrophils). Modules negatively correlated with histologic inflammation were predicted to reflect epithelial and smooth muscle cells. These results suggest that the coexpression patterns associated with inflammation were, at least in part, driven by differences in cellular composition.

### Coexpression signatures are associated with patient therapy response

To determine whether inflammation-associated modules are relevant to treatment outcomes, we projected the modules onto whole-tissue gene expression data derived from prospective studies of response to anti-TNF, corticosteroid or anti-integrin therapy^10,15,16^. At least 79% of the genes within each module could be identified in the three datasets, enabling accurate quantification within them (Extended Data Fig. 2c and Supplementary Table 2). The expression of 15 modules was significantly (adjusted *P* < 0.05) higher or lower in nonresponders to anti-TNF before treatment (Supplementary Table 3). Seven and two modules, respectively, were significantly higher or lower in nonresponders to corticosteroid and anti-integrin therapy (Supplementary Table 3).

Strikingly, across all three therapy response datasets, modules M4 and M5 were consistently amongst the strongest associations with nonresponse in pretreatment samples (Supplementary Table 3 and Fig. 1b–d). This overall trend of increased expression in nonresponders was significant in meta-analyses of both M4 (*P* = 0.0025, standardized mean difference (SMD) = 0.87, 95% confidence interval (CI) = 0.31–1.44) and M5 (*P* = 0.0123, SMD = 0.88, 95% CI = 0.19–1.58) across the different treatments. Importantly, this association remained when clinical subtypes of IBD (Extended Data Fig. 2d) and intestinal location (Extended Data Fig. 2e) were analyzed separately.

To determine whether the associations with nonresponse are uniform across the genes in modules M4 and M5 or are driven by a small number of them, we compared the contribution of genes by ranking their individual power to predict nonresponse to anti-TNF and corticosteroid therapies. Again, the majority of genes from modules M4 and M5 were among the top predictors of nonresponse to both anti-TNF and corticosteroid therapy relative to genes in other modules (Fig. 1e,f and Supplementary Table 4). Thus, M4 and M5 reflect a coordinated shift in the expression of all their constituent genes in relation to therapy nonresponse across multiple IBD medications.

### Coexpression signatures are represented by histopathologic features

In addition to being highly expressed in tissues from therapy nonresponders, modules M4 and M5 also demonstrated the strongest correlation with histologic inflammation (Nancy index) in the discovery cohort^13^ (Fig. 1a). Using an additional clinical cohort of Oxford UC patients (Extended Data Fig. 3), we confirmed that the Nancy index (Fig. 2a), but not other clinical or endoscopic measures (Extended Data Fig. 4a), is higher in nonresponders to anti-TNF therapy before the start of treatment.

**Fig. 2:**
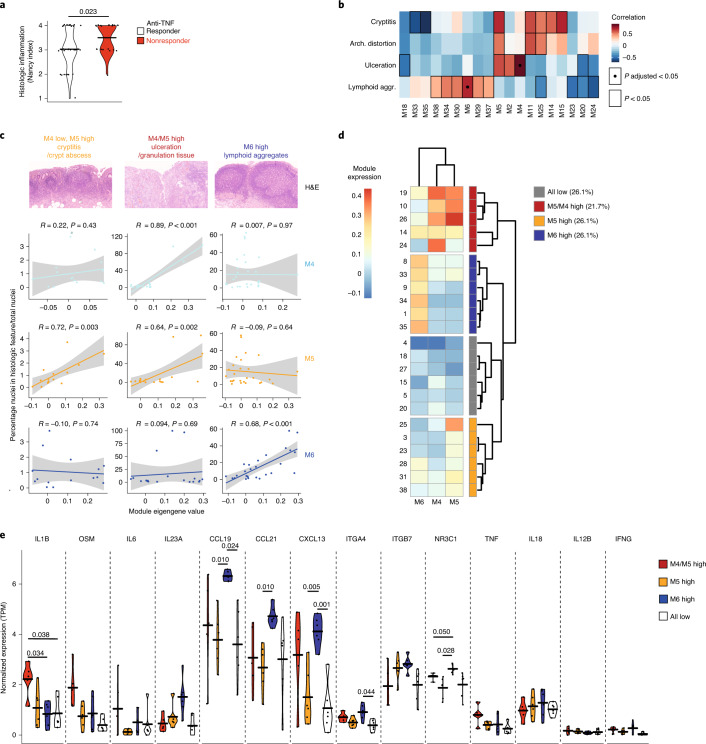
Coexpression modules linked with therapy nonresponse represent distinct histopathologic features. **a**, Nancy histologic scores in responders (*n* = 35 UC) and nonresponders (*n* = 21 UC) to anti-TNF therapy within 3 months before the start of treatment (horizontal bars indicate geometric mean, two-tailed Mann–Whitney *U*-test *P* value is given). **b**, Heatmap of correlations between module eigengene expression and histological features quantified across tissues from IBD patients in the discovery cohort (where histological features could be quantified). Nominally significant associations (*P* < 0.05) are indicated by borders, and FDR significant (FDR *P* < 0.05) associations are indicated by dots; *P* values represent two-tailed probabilities of Pearson correlation coefficients. Exact *P* values can be obtained when rerunning the analysis on https://github.com/microbialman/IBDTherapyResponsePaper. **c**, Scatter plots showing eigengene expression of M4, M5 and M6 versus selected quantified histologic features in tissue samples from patients in the discovery cohort with IBD (linear model fit, error bands show 95% CI; *P* values represent two-tailed probabilities of Pearson correlation coefficients). **d**, Classification of M4/M5-high-tissue (*n* = 5), M5 only-high-tissue (*n* = 6), M6-high-tissue (*n* = 6) and M4/M5/M6 (*n* = 6)-low-tissue patients in the discovery cohort, based on hierarchical clustering of module eigengene values from inflamed tissue samples. **e**, Normalized expression (TPM) of cytokine and therapeutic target genes that were reliably (in >50% of samples) detected in the discovery cohort. The expression of these genes is compared in the M4/M5-high tissue (red), M5 only-high tissue (orange), M6-high tissue (blue) and M4/M5/M6-low tissue (gray). Horizontal lines indicate the median, and *P* values (two-tailed Wilcoxon rank-sum test, adjusted for multiple testing) for each comparison are given if significant (*P* < 0.05). Arch., architectural; aggr., aggregates.

Given the foregoing, we postulated that the observed gene coexpression patterns might also reflect histopathologic features associated with IBD (Extended Data Fig. 4b). First, we examined the correlation of quantified histopathologic features with each other (Extended Data Fig. 4c). The only strong positive correlations observed were between cryptitis/crypt abscess and architectural distortion/goblet cell depletion, as well as several associations with granulomas, although there were few cases where granulomas were detected. We then looked for correlations between module expression and histologic feature scores from tissue where both were available (*n* = 36). Although several nominally significant associations were observed between modules and various histopathological features (Fig. 2b), only positive correlations between M4/ulceration and M6/lymphoid aggregates remained significant after adjusting for multiple testing (*P* adjusted < 0.05; Fig. 2b). Notably, the relation of these two inflammation-associated modules was almost orthogonal, each correlating with only one of the features (Fig. 2c). Despite not reaching significance after correction, M5 also correlated strongly with both ulceration and cryptitis/crypt abscesses (Fig. 2c). We confirmed the associations of M4 and M5 with ulceration in an independent pediatric cohort (*n* = 172) containing inflamed tissues from patients with UC or CD^17,18^ (Extended Data Fig. 4d). In that dataset, 11% of all patients with IBD showed high M4/M5 tissue expression (Extended Data Fig. 4e). Similar to our dataset, M6 expression was not significantly different by ulceration status in the pediatric cohort, although we noted that overall M6 expression was also much lower in those biopsy samples (Discussion). In line with the association of M4/M5 with therapy nonresponse, we were able to demonstrate that the extent of histologic ulceration is significantly higher in nonresponders to anti-TNF therapy before the start of treatment (Extended Data Fig. 4f; subcohort of the UC patient cohort used in Extended Data Fig. 3).

The almost orthogonal relation of M4/M5/ulceration with M6/lymphoid aggregates suggested that these may represent distinct underlying inflammatory processes dominant in a given patient’s tissue. To investigate this, we grouped patients by unsupervised clustering on module M4/M5/M6 expression to determine the relative proportion of patients belonging to these groups. This yielded four groups: M4/M5 high expression (21.7% of patients), M6 high expression, M5-only high expression and M4/M5/M6 low expression (each 26.1% of patients) (Fig. 2d). The M4/M5-high group displayed significantly increased expression of *IL1B* compared to the remainder of the patients (Fig. 2e, red). However, neither *ITGA4*/*ITGB7* (encoding integrin subunits targeted by anti-integrin therapy), *N3RC1* (targeted by corticosteroids) nor *TNF* (targeted by anti-TNF) expression was increased in the tissue of these patients (Fig. 2e). By contrast, high expression of module M6 was linked to increased expression of *ITGA4* and *N3RC1*, as well as *CCL19, CCL21* and *CXCL13* but not *TNF* (Fig. 2e, blue). Patients high in M5 expression only did not demonstrate significant changes in cytokine/therapeutic target signatures (Fig. 2e, orange). Therefore patient responses to specific treatments might be determined by the nature of the inflammatory pathology in the tissue.

### High M4/M5 expression reflects neutrophil infiltrates, fibroblast activation and epithelial cell loss

In silico cell type deconvolution showed that M4 and M5 were predominantly associated with stromal cells including fibroblasts and granulocytes, such as neutrophils (Extended Data Fig. 2b). Projection of modules M4 and M5 onto single-cell transcriptomic datasets derived from inflamed and noninflamed CD^6^ and UC patient tissue^7^ suggested that module M4 reflects the presence of ‘activated/inflammatory fibroblasts’ whereas module M5 reflects ‘myeloid cells/inflammatory monocytes’ (Fig. 3a,b).

**Fig. 3:**
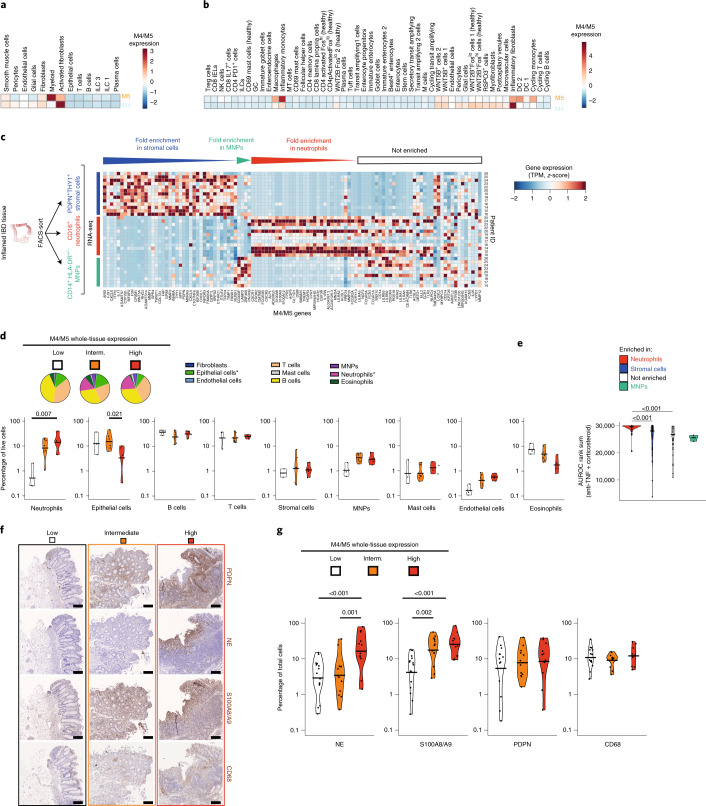
High expression of modules M4 and M5 reflects neutrophil infiltrates, activated fibroblasts and epithelial cell loss. **a**,**b**, Expression of modules M4 and M5 in cell clusters detected by scRNA-seq in tissues of patients with CD^6^ (**a**) and UC^7^ (**b**). **c**, Heatmap of the levels of expression (TPM values, *z*-score, Manhattan distance clustering) of all genes contained within M4 and M5 in THY1^+^PDPN^+^ stromal cells, CD16^hi^ neutrophils and CD14^+^HLA-DR^±^ MNPs, FACS-sorted from *n* = 13, *n* = 12 and *n* = 9 inflamed IBD patient tissues, respectively. Genes are ordered by log fold change of significant enrichment (*P* adjusted < 0.05, two-tailed Wald test; Supplementary Table 5) in a cell type. **d**, FACS cell type percentages in tissue isolates from patients with IBD, classified into low (white, *n* = 3), intermediate (interm.) (orange, *n* = 7) and high (red, *n* = 4) expression of M4/M5 (Extended Data Fig. 3e). Pie-charts (* denotes significantly different between groups, post hoc two-way ANOVA adjusted *P* values) show medians across samples, and violin plots individual samples. **e**, Violin plots showing the combined rank of genes based on their predictive power (AUROC) for response to both anti-TNF and corticosteroid therapy, comparing genes significantly enriched in neutrophils, stromal cells, MNPs or neither (Supplementary Table 5). Horizontal lines indicate the median; adjusted *P* values are given (two-tailed Wilcoxon test; exact *P* values are 2.7 × 10^−5^ and 2.1 × 10^−4^ for neutrophil versus nonspecific and neutrophil versus stroma, respectively). **f**, Illustrative (of samples quantified in **g**) IHC staining (DAB, counterstain hematoxylin) of PDPN, NE, S100A8/A9 and CD68 in serial sections of tissues from patients with IBD classified as low, intermediate or high for M4/M5 whole-tissue gene expression (Extended Data Fig. 3f). Scale bars, 200 µm. **g**, Automated quantification (percentage of positively stained cells of total cells detected in inflamed areas) of IHC stainings shown in **f**. Each staining was quantified on inflamed tissue sections with low (*n* = 15), intermediate (*n* = 13) and high (*n* = 12) M4/M5 whole-tissue gene expression (Extended Data Fig. 3f). Post hoc two-way, two-tailed ANOVA adjusted *P* values are given, where significant.

Gene expression analysis of FACS-sorted cell populations from inflamed tissue from patients with IBD confirmed that several M4/M5 genes were highly expressed in CD16^hi^ neutrophils and podoplanin (PDPN)^+^THY1^+^ stromal cells (Extended Data Figs. 5a,b and 3c; see Extended Data Fig. 6 for patient cohort details). Pathway analysis on genes upregulated in either cell type (see Supplementary Table 5 for differential gene expression analysis) demonstrated that neutrophils were enriched in antimicrobial and tissue-toxic granule biology when compared to MNPs that were mostly defined by genes belonging to the antigen presentation pathway (Extended Data Fig. 5d). Stromal cells were enriched in many genes assigned to extracellular matrix pathways (Extended Data Fig. 5d). Of all differentially expressed genes between cell types, 35, 28 and 4% of all genes contained in M4/M5 were significantly enriched in stromal cells, neutrophils and MNPs, respectively (Supplementary Table 5 and Fig. 3c). The enrichment of many M4 and M5 genes in sorted neutrophils explained the high correlation of modules M4 and M5 with the Nancy index (Fig. 1a), which is weighted by the abundance of neutrophils^13^.

To assess whether changes in whole-tissue gene expression reflect changes in cellular numbers, we used flow cytometry to test whether neutrophil and fibroblast counts correlated with M4 and M5 tissue expression (see Extended Data Fig. 5c,e for gating strategy and classification of tissues by M4/M5 expression). The percentage of neutrophils was significantly increased (up to tenfold) in M4/M5-high tissues while the percentage of stromal cells remained unchanged (Fig. 3d). Additionally, epithelial cells were significantly decreased in M4/M5-high tissues (Fig. 3d). Neutrophils accounted for up to 38% of total live cells in the M4/M5-intermediate and -high groups, whilst the percentage of MNPs was much lower (<5%) (Fig. 3d). Furthermore, M4/M5 genes significantly enriched in neutrophils and stromal cells, but not in MNPs, demonstrated the highest predictive power for nonresponse to anti-TNF and corticosteroids (Fig. 3e).

We next quantified the presence of neutrophils, stromal cells and MNPs in situ in resected inflamed tissue from patients with IBD (Fig. 3f). Again, inflamed IBD tissues with high expression of M4 and M5 (see Extended Data Fig. 5f for classification) demonstrated a higher percentage of neutrophil elastase (NE)- and calprotectin (S100A8/A9)-positive cells, but not PDPN-positive stromal cells or CD68^+^ MNPs (Fig. 3g).

High M4/M5 expression in whole tissue thus reflects ulceration characterized by a predominance of neutrophil infiltration, expression of genes characteristic of activated fibroblasts and loss of epithelial cells.

### High M4/M5 expression represents neutrophil-attracting fibroblasts and endothelial/perivascular cell expansion

Since we did not observe a change in stromal cell numbers in M4/M5-high tissues (Fig. 3d,g), we hypothesized that the detected stromal signatures could have arisen from altered activation states (including the upregulation of PDPN). We applied scRNA-seq to EPCAM^–^CD45^–^ intestinal stromal cells from endoscopic biopsies of inflamed tissue from patients with UC (*n* = 7) and tissue from healthy donors (*n* = 4) (see Extended Data Fig. 6 for patient cohort details), and compared tissues with low, intermediate and high M4/M5 expression (Fig. 4a,b and Extended Data Fig. 7a). As expected, tissues from all healthy donors were M4/M5 low, as well as the tissue from one patient with IBD who had a low histologic inflammation score (Nancy score = 1). We integrated all single-cell datasets, accounting for interpatient and technical batch effects^19^, and identified six stromal clusters. These were assigned to endothelial cells (*ACKR1*^*+*^*CD34*^*+*^), pericytes (*NOTCH3*^+^*MCAM*^*+*^), myofibroblasts (*MYH11*^hi^*ACTG2*^*+*^) and three clusters of fibroblasts: *PDGFRA*^hi^*PDPN*^lo^*SOX6*^+^ (PDGFRA^+^) fibroblasts, *PDGFRA*^lo^*PDPN*^lo^*ABCA8*^hi^ (ABCA8^+^) fibroblasts and *CD90*^hi^*PDPN*^hi^*PDGFRA*^lo^*ABCA8*^lo^*FAP*^+^ ‘inflammatory’ fibroblasts, based on the top differentially expressed markers and previously described annotations^6,7,20^ (Fig. 4c and Supplementary Table 6). *PDPN* was expressed by myofibroblasts and all three fibroblast clusters, with the highest expression found in inflammatory fibroblasts. *THY1* (CD90) was highly expressed in pericytes and inflammatory fibroblasts, but at lower levels in ABCA8^+^ fibroblasts (Fig. 4c).

**Fig. 4:**
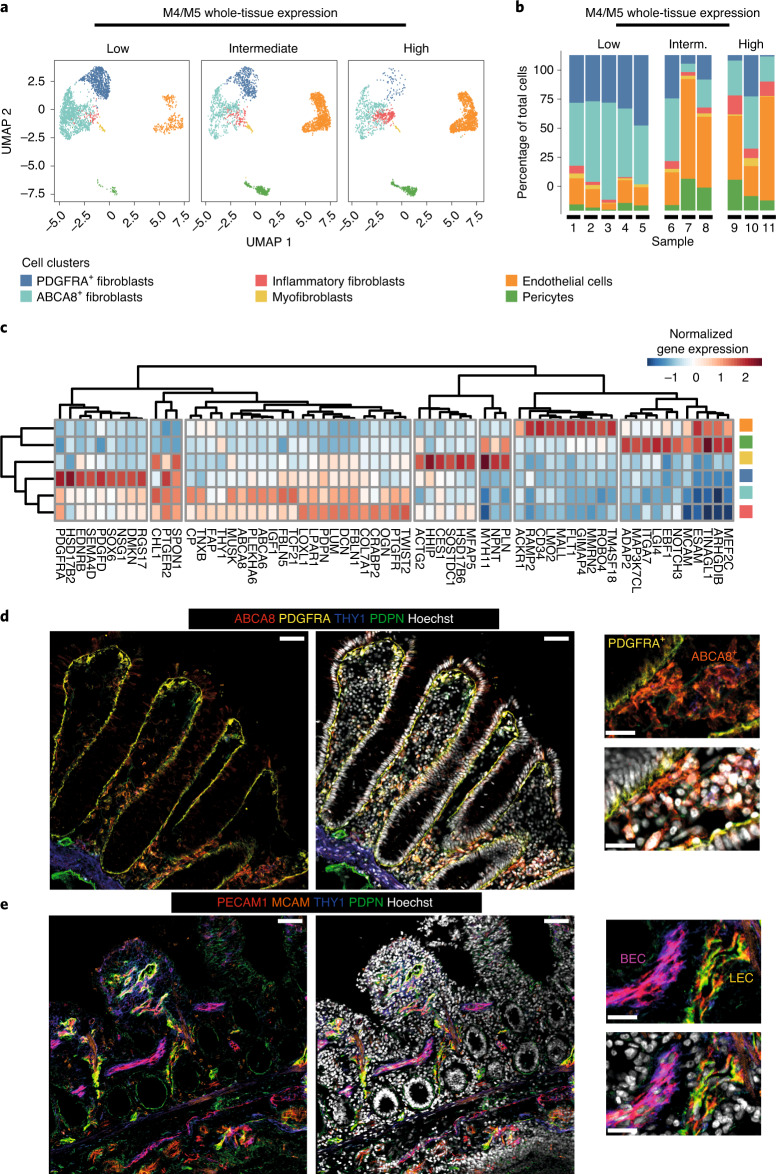
Stromal architecture of the large and small intestine in health and disease. **a**, UMAP of stromal clusters identified by Harmony in stromal compartments, FACS-sorted from healthy donors and tissue from patients with IBD and low (*n* = 5), intermediate (*n* = 3) and high (*n* = 3) M4/M5 whole-tissue gene expression (Extended Data Fig. 4a). **b**, Percentage of total stromal cells among cell type clusters in M4/M5-low, -intermediate and -high tissue. **c**, Heatmap of selected markers of each cellular cluster shown in **a**, as identified by Harmony. Expression values are normalized log_2_ fold changes (Wald statistic $$\frac{{\beta _g}}{{\sigma _g}}$$) from DESeq2 analyses (where *ß*_*g*_ is log_2_ fold change for gene *g*, and *σ*_*g*_ is estimated standard error of log_2_ fold change for gene *g*). **d**, Immunofluorescent staining of THY1 (blue), PDPN (green), ABCA8 (red) and PDGFRA (yellow) to visualize the localization of fibroblast subsets in resected tissue from patients with IBD (noninflamed areas). Images are representative of stainings in *n* = 8 tissues from *n* = 4 patients. Scale bars, 50 µm (20 µm in zoomed images). **e**, Immunofluorescent staining of THY1 (blue), PDPN (green), PECAM1 (red) and MCAM (orange) to visualize the localization of vascular (endothelial) and perivascular cells (noninflamed areas). Images are representative of staining in *n* = 8 tissues from *n* = 4 patients. Scale bars, 50 µm (20 µm in zoomed images). BEC, blood endothelial cells; LEC, lymphatic endothelial cells.

In situ localization of stromal cells in noninflamed large (colon) and small (ileum) intestinal tissue confirmed that PDGFRA^+^ and ABCA8^+^ fibroblasts represent two spatially distinct fibroblast subsets (Fig. 4d and Extended Data Fig. 7b). Costaining of PDPN and THY1 with markers of fibroblasts (PDGFRA, ABCA8), pericytes (MCAM) and endothelial cells (PECAM1) confirmed that multiple stromal subsets express these markers to varying extents (Fig. 4d,e and Extended Data Fig. 7c,d). Notably, THY1 formed a gradient of staining intensity from the perivascular niche toward the lamina propria (as recently described in ref. ^21^), being expressed by both ABCA8^+^ fibroblasts and MCAM^+^ pericytes, as well as by cells in the muscular layer of the submucosa (Fig. 4d,e and Extended Data Fig. 7b,c).

In the single-cell dataset, the percentage of inflammatory fibroblasts, pericytes and endothelial cells was increased in the M4/M5-intermediate and -high patient groups at the expense of ABCA8^+^ and PDGFRA^+^ fibroblasts (Fig. 4a,b and Extended Data Fig. 7d). FACS analysis verified that PECAM1^+^ endothelial cell and PDPN^+^FAP^+^ inflammatory fibroblast frequencies were increased within the stromal compartment in inflamed compared to noninflamed adjacent tissue (Extended Data Fig. 7e).

To determine which of those clusters contributed most to M4/M5 expression, we projected the modules onto our scRNA-seq data. Notably, the highest expression of M4 was detected in the inflammatory fibroblast cluster, suggesting the emergence of this cell cluster as an underlying process in M4/M5-high IBD patient tissue (Fig. 5a). Within M4/M5-high tissues, genes encoding neutrophil-targeting CXCR1/CXCR2 ligands *CXCL1*, *CXCL2*, *CXCL3*, *CXCL5*, *CXCL6* and *CXCL8* were significantly more highly expressed in inflammatory fibroblasts in comparison to other clusters (Fig. 5b and Supplementary Table 7). Within the cluster of inflammatory fibroblasts, *PDPN*, *FAP*, *CXCL1*, *CXCL2*, *CXCL3*, *CXCL5*, *CXCL6* and *CXCL8* were also significantly increased in M4/M5-high compared to M4/M5-low and -intermediate tissues, whereas *ABCA8* expression was reduced (Supplementary Table 8). Nevertheless, ABCA8 fibroblasts and PDGFRA fibroblasts both still expressed the above-mentioned chemokines in the M4/M5-intermediate and -high groups (Fig. 5b), raising the possibility that the inflammatory fibroblast cluster represents an activation state of ABCA8 fibroblasts and/or PDGFRA fibroblasts. Indeed, trajectory (pseudotime) analysis indicated that inflammatory fibroblasts may represent a transcriptomic state between ABCA8^+^ and PDGFRA^+^ fibroblasts (Extended Data Fig. 7f,g), thus potentially arising from either population.

**Fig. 5:**
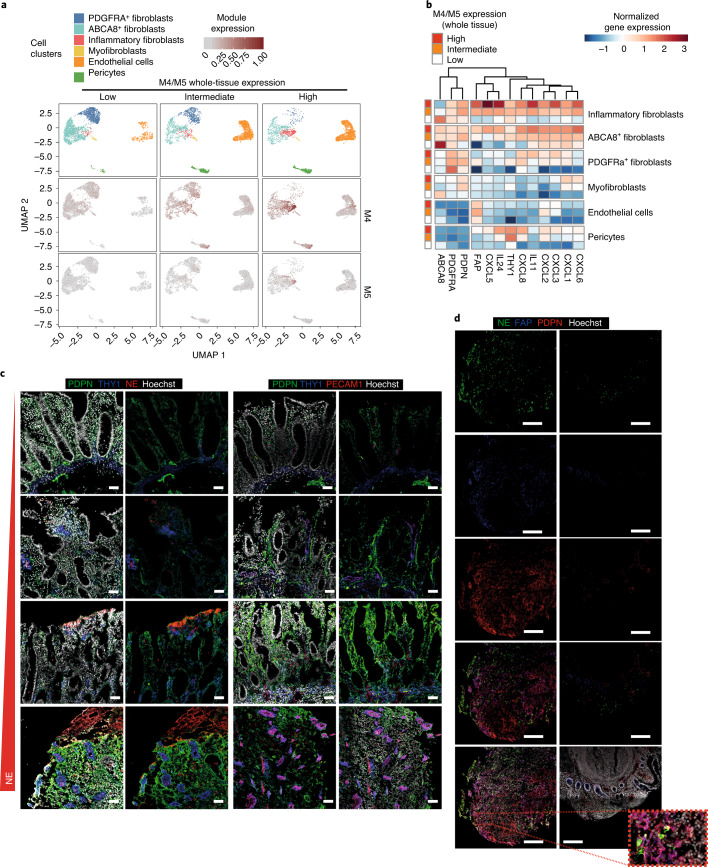
M4/M5 gene expression is associated with neutrophil-attracting fibroblasts and endothelial and perivascular cell expansion. **a**, UMAP of stromal single-cell profiles showing the different stromal clusters as in Fig. 4a for comparison (top), and the expression level of M4 (middle) and M5 (bottom) genes in these clusters. **b**, Heatmap showing normalized gene expression of the top differentially expressed genes between M4/M5 expression levels within each cell cluster. Expression values are normalized log_2_ fold changes (Wald statistic $$\frac{{\beta _g}}{{\sigma _g}}$$) from DESeq2 analyses. **c**, Staining of NE or PECAM1 (red), THY1 (blue) and PDPN (green) in *n* = 4 tissues from patients with IBD and with varying grades of neutrophil infiltration. Images are representative of stainings in *n* = 8 tissues from *n* = 4 patients. Scale bars, 50 µm. **d**, Staining of NE (green), FAP (blue) and PDPN (red) in paired inflamed (deep ulcer) and noninflamed tissues. Images are representative of staining in *n* = 8 tissues from *n* = 4 patients. Scale bars, 200 µm (20 µm in zoomed image insert).

In situ staining confirmed that tissues with dense neutrophil infiltrates (NE^+^ cells) exhibited the highest level of PDPN on fibroblasts, particularly in areas of profound epithelial cell loss (that is, ulceration) (Fig. 5c). This was associated with the expansion of THY1^+^ perivascular cells and blood endothelial vessels (PECAM1^+^THY1^+^PDPN^–^) (Fig. 5c). Furthermore, colocalization staining revealed that PDPN^+^ fibroblasts expressing FAP (magenta) are found in areas of NE^+ ^neutrophil influx (Fig. 5d).

### Neutrophil recruitment is driven through fibroblast IL-1R signaling

To identify upstream cytokine drivers of the neutrophil-attractant program in fibroblasts, we stimulated primary stromal cell lines expanded from surgically resected tissue from patients with IBD with a panel of disease-associated cytokines^4^. Of these, only the NF-kB activators IL-1β and TNF-α, but not IL-6 or OSM, induced *CXCL5* expression after 3 h of stimulation (Extended Data Fig. 8a). Furthermore, RNA-seq showed that IL-1β and TNF-α induced strong expression of genes encoding neutrophil-tropic CXCR1 and CXCR2 ligands in fibroblasts, namely *CXCL1*, *CXCL2, CXCL3*, *CXCL5*, *CXCL6* and *CXCL8* (Extended Data Fig. 8b). In addition, both cytokines induced the inflammatory fibroblast markers *PDPN* and *FAP* (Extended Data Fig. 8b). 

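The sequenced cells were Ccd18-Co, an established line of fibroblasts from human colon. Cultures were left unstimulated or stimulated for 3 h with IL-1β at 0.01 ng/ml, with TNF-α at 100 ng/ml, or with both cytokines together, and the paper's text does not name the doses within the combination. Each of the 4 groups had 6 replicate cultures, giving 24 Smart-seq2 libraries. The authors' sample annotation marks 4 of these for exclusion on quality, namely replicate 6 of each stimulated group and unstimulated replicate 3, and the paper's text does not give the reason. The remaining 20 libraries, 5 per group, were compared, and all 24 were used in an alternative analysis. The authors aligned paired reads of 75 bases to the human genome GRCh38 with Hisat2, counted uniquely assigned reads per Ensembl gene with featureCounts, and separately estimated expression as TPM with Salmon. Their default counting ignored the strand of the reads, so genes that overlap on opposite strands cannot be separated. Between 9357182 and 16723644 reads per library were assigned to genes. The median was 11907285 in the unstimulated group (range 9357182 to 14994369), 14627070 with IL-1β (12015615 to 16676498), 10758361 with TNF-α (9584450 to 13212013) and 14493726 with both cytokines (12404480 to 16553558). The median number of genes with at least 1 count was 21081 in the unstimulated group, 21113 with IL-1β, 20265 with TNF-α and 20862 with both. From these counts, the 14585 genes with at least 10 counts in at least 5 of the 20 libraries were tested in a single edgeR model with 1 mean per group and TMM scaling. The TMM factors ran from 1.06 to 1.13 in the unstimulated libraries, from 0.983 to 1.00 with IL-1β, from 0.988 to 1.01 with TNF-α and from 0.896 to 0.936 with both cytokines, so scaling by library size alone shifts comparisons with the unstimulated group. No replicate pair of a group held identical counts or differed by as little as sampling noise.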

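The 6 ligand genes lie within 1 stretch of chromosome 4 of GRCh38, and each has 4 exons in its canonical transcript. In order along the chromosome these are CXCL8 (73740519 to 73743716), CXCL6 (73836640 to 73849064), CXCL1 (73869393 to 73871308), CXCL5 (73995642 to 73998677), CXCL3 (74036589 to 74038807) and CXCL2 (74097040 to 74099196). CXCL1, CXCL2, CXCL3 and CXCL8 share no exact 75-base stretch with another annotated gene. CXCL5 overlaps a gene on the opposite strand over a shared stretch of 205 bases and CXCL6 shares 95 bases with the pseudogene PPBPP1, so the counts of these 2 genes are less certain. CXCL1 (ENSG00000163739) stood at 161.5 ± 178 TMM-normalized CPM (SD, n = 5) in unstimulated cells, 2847 ± 168.7 with IL-1β and 433.2 ± 53.9 with TNF-α. CXCL2 (ENSG00000081041) stood at 45.8 ± 57.9, 959.1 ± 55.8 and 154.7 ± 17.5 CPM in the same groups (SD, n = 5), and CXCL3 (ENSG00000163734) at 70.2 ± 67.7, 1424 ± 111.8 and 396.5 ± 99.6 CPM. CXCL5 (ENSG00000163735) was the lowest of the 6, at 3.38 ± 3.32, 53.4 ± 16.3 and 41.4 ± 13.8 CPM (SD, n = 5). CXCL6 (ENSG00000124875) stood at 56.3 ± 18.2, 346.7 ± 36.0 and 277.1 ± 29.8 CPM, and CXCL8 (ENSG00000169429) at 134.6 ± 129.4, 1819 ± 305.0 and 1530 ± 160.6 CPM. With IL-1β, the log2 fold change over unstimulated cells was 4.14 for CXCL1 (standard error 0.51, adjusted p = 2.59e-06), 4.40 for CXCL2 (0.61, 1.22e-05), 4.35 for CXCL3 (0.56, 4.2e-06), 4.03 for CXCL5 (0.46, 8.97e-07), 2.62 for CXCL6 (0.16, 8.19e-11) and 3.76 for CXCL8 (0.62, 0.000116), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With TNF-α, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave log2 fold changes of 1.43 for CXCL1 (standard error 0.46, adjusted p = 0.0418), 1.77 for CXCL2 (0.55, 0.0343), 2.50 for CXCL3 (0.51, 0.00123), 3.66 for CXCL5 (0.46, 2.81e-06), 2.30 for CXCL6 (0.16, 3.38e-10) and 3.51 for CXCL8 (0.61, 0.000202). With 5 libraries against 5, chance separates the groups fully, in either direction, for 0.794% of genes. All 6 genes were higher in every IL-1β library than in any unstimulated library. The same held with TNF-α for CXCL3, CXCL5, CXCL6 and CXCL8, whereas for CXCL1 and CXCL2 the TNF-α and unstimulated libraries overlapped, and leaving out single libraries took the adjusted p to 0.05 or above in 8 and 7 of 10 fits, respectively. Relative to their mean, the unstimulated libraries varied more than those with IL-1β or TNF-α, with CXCL1 between 16.1 and 466.5 CPM and CXCL8 between 1.24 and 333.0 CPM. Of the single libraries left out, unstimulated replicate 2 moved the values most. Without it, the median log2 fold change of the 6 genes was 4.83 in place of 4.09 with IL-1β and 3.02 in place of 2.40 with TNF-α, and that of CXCL1 was 5.05 with IL-1β and 2.34 with TNF-α. Over all settings, Salmon TPM values on a log2(TPM + 0.1) scale with limma moved the median most, to 4.89 with IL-1β and 3.13 with TNF-α. The paper had asked which cytokines drive the neutrophil-attractant program of fibroblasts, and from the rise of these genes under both IL-1β and TNF-α it states that both induce the ligands of CXCR1 and CXCR2.

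**Figure D1:**
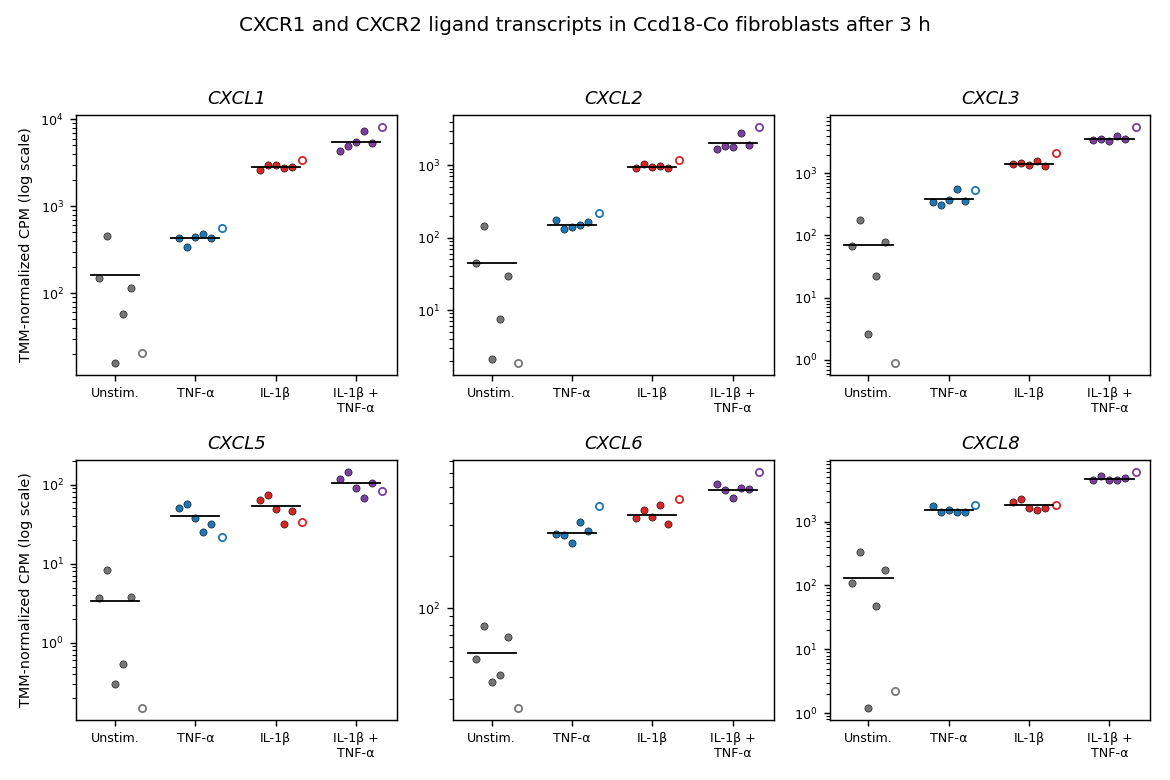
Expression of the 6 CXCR1 and CXCR2 ligand genes in single libraries of Ccd18-Co fibroblasts, as TMM-normalized CPM on a log axis, by stimulation. Filled dots are the 20 libraries compared, open dots the 4 libraries marked for exclusion by the authors, and lines the mean of the filled dots. The plotted values use TMM factors over all 24 libraries. With factors over the 20 libraries, as in the text, the unstimulated libraries spread from 16.1 to 466.5 CPM for CXCL1 and the IL-1β libraries from 2623 to 3024 CPM.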

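PDPN (ENSG00000162493) lies on chromosome 1 of GRCh38 from 13583465 to 13617957 and encodes podoplanin, and FAP (ENSG00000078098) lies on chromosome 2 from 162170684 to 162245151 and encodes fibroblast activation protein. A gene on the opposite strand shares 398 bases with FAP, and the counting did not separate them. PDPN stood at 834.1 ± 66.2 CPM (SD, n = 5) in unstimulated fibroblasts, 1229 ± 78.1 with IL-1β and 1305 ± 68.8 with TNF-α. FAP stood at 109.1 ± 8.45, 139.8 ± 26.0 and 150.9 ± 13.2 CPM in the same groups (SD, n = 5). The log2 fold change of PDPN was 0.56 with IL-1β (standard error 0.08, adjusted p = 2.16e-05) and 0.65 with TNF-α (standard error 0.08, adjusted p = 2.81e-06; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PDPN was higher in all 5 libraries of either cytokine than in any unstimulated library. FAP rose by 0.47 with TNF-α (standard error 0.12, adjusted p = 0.00879), again with no overlap of the libraries, and by 0.36 with IL-1β (standard error 0.12, adjusted p = 0.0571 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the libraries overlapped. Over the alternative settings, the adjusted p of FAP with IL-1β from these models (edgeR, DESeq2 or limma) ranged from 0.00293, in a setting chosen after the data had been seen, to 0.235 with library size alone. It was 0.0492 with DESeq2 and 0.0399 when genes needed 1 CPM in at least 5 libraries, and without IL-1β replicate 1 the log2 fold change was 0.43 (edgeR adjusted p = 0.0217). With the replicate number as a block it was 0.39 (edgeR adjusted p = 0.0107). Scaling by library size alone took FAP with TNF-α to 0.33 (edgeR adjusted p = 0.0532), and limma on log2(TPM + 1) gave 0.36 (adjusted p = 0.0974), within a range of 0.000871 to 0.144 over the alternatives. Adjusted over the list alone, the 8 genes that the paper names for this experiment all had an adjusted p under 0.05 from edgeR with either cytokine, with FAP at 0.00632 for IL-1β. Over all genes tested, 7 of the 8 did so with IL-1β and 8 of 8 with TNF-α. With the 4 excluded libraries added, the log2 fold change of FAP was 0.43 with IL-1β and 0.65 with TNF-α. The excluded TNF-α replicate 6 stood at 250.5 CPM of FAP, above the 5 included TNF-α libraries, and the excluded IL-1β replicate 6 at 159.7 CPM.

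**Figure D2:**
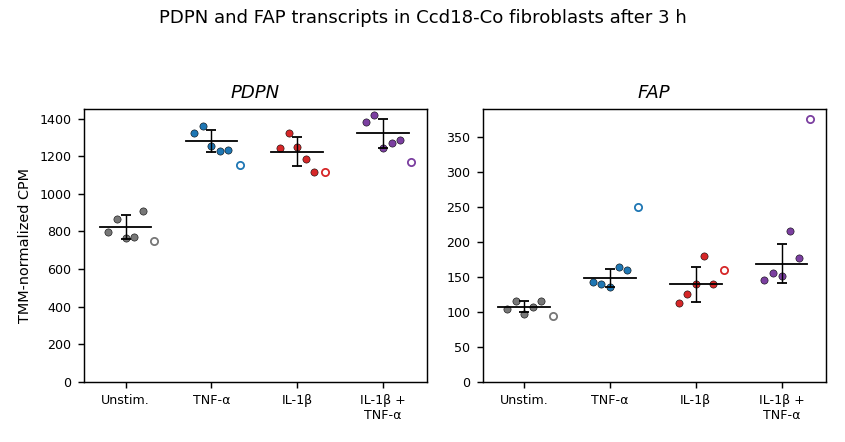
PDPN and FAP in single libraries of Ccd18-Co fibroblasts, as TMM-normalized CPM, by stimulation. Filled dots are the 20 libraries compared, open dots the 4 libraries marked for exclusion by the authors, lines the mean and error bars the SD of the filled dots (n = 5). The plotted values use TMM factors over all 24 libraries. With factors over the 20 libraries, as in the text, PDPN rises from 834.1 CPM to 1229 with IL-1β and 1305 with TNF-α.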

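Only 1 dose of each cytokine alone was sequenced, and the TNF-α concentration was 10000 times that of IL-1β, so the libraries compare these doses and hold no dose response. The dose series itself was not analysed here. At these doses, expression of 1532 genes changed with IL-1β and of 1864 with TNF-α (adjusted p under 0.05 of 14585 genes). The 1256 genes in both lists all moved in the same direction, 944 up and 312 down, while 276 genes passed the threshold only with IL-1β and 608 only with TNF-α. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of 0.873 and 81.5% had the same sign. As both comparisons use the same unstimulated libraries, unchanged groups were simulated against shared controls, which gave a median r of 0.497, 66.5% of genes with the same sign and 0 shared genes in 20 simulations. All simulated groups had the same spread per gene, whereas the unstimulated libraries varied more in the ligand genes. Shared controls may therefore give a higher r than simulated. Tested directly against each other, the 2 cytokines differed in 15 genes, 13 higher with IL-1β and 2 higher with TNF-α, and 662 genes had an unadjusted p under 0.05. CXCL1 was higher with IL-1β by a log2 fold change of 2.72 (standard error 0.48, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no overlap of the libraries. With 1 library left out the log2 fold change stayed between 2.646 and 2.774. The call was less stable, as leaving out TNF-α replicate 1 or 2 gave an adjusted p of 0.0501 and 0.0675 with edgeR. CXCL1 also missed the threshold with limma on TPM values, and over the alternatives the adjusted p (edgeR, DESeq2 or limma) ranged from 2e-09 to 0.172. CXCL2 and CXCL3 were higher by 2.63 (standard error 0.56, adjusted p = 0.0701) and 1.84 (standard error 0.50, adjusted p = 0.307) with no overlap of the libraries, and fell below an adjusted p of 0.05 with edgeR when only the IL-1β and TNF-α libraries were fitted, while with limma on log2(TPM + 1) for all genes above 0 it was 0.579 and 0.807. The lowest values over the alternatives were 2e-09 for CXCL2 and 5.7e-06 for CXCL3, both in edgeR. The differences of CXCL5 (0.37), CXCL6 (0.32) and CXCL8 (0.25) had an adjusted p of 1 in edgeR, and their libraries overlapped. Over the 6 genes, the median log2 difference was 1.11. Adjusted over the list alone, CXCL1, CXCL2 and CXCL3 had an adjusted p of 7.27e-05, 0.000395 and 0.00317 with edgeR, and PDPN and FAP did not differ (0.415 for both). NFKBIZ and ZC3H12A, which encode regulators of NF-kB signaling, were higher with IL-1β by log2 fold changes of 2.71 (standard error 0.45, adjusted p = 0.00795) and 2.53 (standard error 0.39, adjusted p = 0.00464) from edgeR. In both genes IL-1β replicate 4 stood apart, at 851.4 CPM of NFKBIZ against 1127 or more in the other IL-1β libraries, and at 178.3 CPM of ZC3H12A against 395.1 or more. ZBTB2 and MOB3C were lower with IL-1β, with log2 fold changes of -0.65 (standard error 0.12, adjusted p = 0.0194) and -0.52 (standard error 0.09, adjusted p = 0.014; edgeR). Both calls depended on single libraries, as leaving out 1 library took the adjusted p of ZBTB2 to 0.05 or above in 7 of 10 fits and that of MOB3C in 3 of 10. Over the other alternatives the adjusted p (edgeR, DESeq2 or limma) reached 0.0627 for ZBTB2, 0.251 for MOB3C and 0.0597 for ZC3H12A. With DESeq2, 43 genes differed between the cytokines, 27 of them higher with IL-1β. With the replicate number as a block 60 did, 41 of them higher with IL-1β, and CXCL2 passed the threshold (edgeR adjusted p = 0.0146).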

Although TNF-α and IL-1β both induced a chemokine response, the latter was 100-fold more potent (Extended Data Fig. 8b,c).

We used an ex vivo assay of conditioned medium (CM) generated from patients with IBD to confirm that IL-1 signaling could induce the inflammatory fibroblast phenotype (Fig. 6a). We blocked IL-1 signaling with the IL-1 receptor (IL-1R) antagonist anakinra (Kineret) or TNF signaling with the anti-TNF agent adalimumab (Humira) in CM. Strikingly, only IL-1R, but not TNF, blockade was able to reduce fibroblast activation in this assay (Fig. 6a). This demonstrates that soluble mediators derived from gut-resident cell populations of inflamed IBD tissue activate the neutrophil-attracting fibroblast program in an IL-1R- but not TNF-dependent manner.

**Fig. 6:**
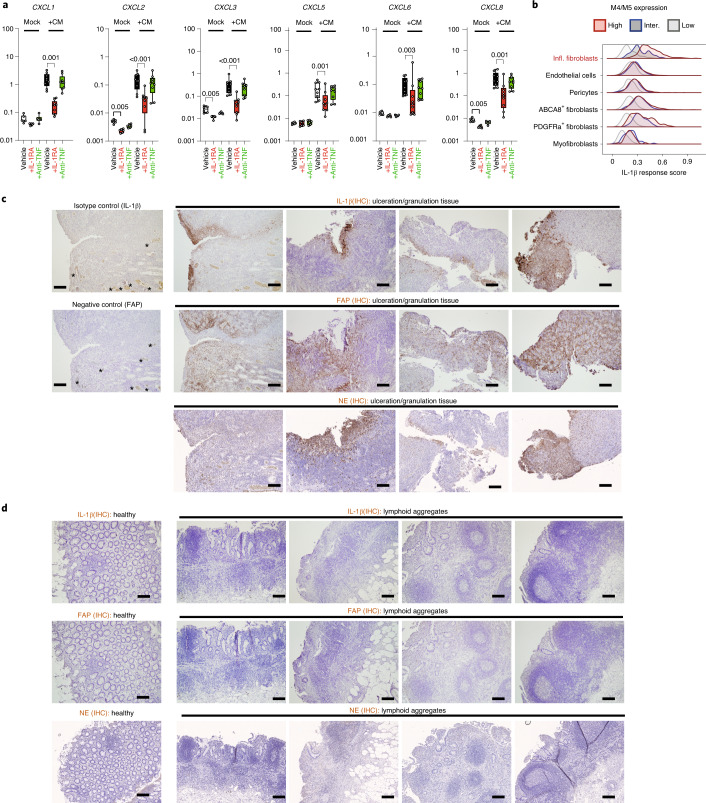
Activated inflammatory fibroblasts drive neutrophil recruitment through IL-1R signaling with high levels of IL-1β at sites of ulceration. **a**, Ccd18-Co fibroblasts were stimulated for 3 h with either mock control or conditioned media produced from *n* = 9 tissue digests from patients with IBD (CM), without pretreatment (vehicle, PBS) or preincubated with IL-1Ra (anakinra) or anti-TNF (adalimumab). Adjusted *P* values are shown where significant (*P* < 0.05); two-tailed Friedman test for paired samples. **b**, Projection of the IL-1 cytokine stimulation response of Ccd18-Co fibroblasts onto stromal cell clusters detected by scRNA-seq (Fig. 4a). Scores were computed as mean *z*-score of IL-1 upregulated genes. **c**, IHC staining of IL-1β, FAP or NE (DAB, counterstain hematoxylin) in *n* = 8 different inflamed (infl.) tissue sections of patients with IBD and with prominent ulceration and/or granulation tissue, and in *n* = 1 healthy tissue. Scale bars, 200 µm. * Indicates nonspecific staining of erythrocytes or platelets in vessels. **d**, Staining as in **c**, but of inflamed tissue sections from patients with IBD and with dominant lymphoid aggregates. Scale bars, 200 µm.

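The IL-1 response used for the signature came from the Ccd18-Co libraries. Of the genes changed with IL-1β, 1087 were higher and 445 lower than in unstimulated fibroblasts, and 706 changed at least 2-fold, 556 of them upward. Scaling by library size alone moved this split most, to 870 higher and 1241 lower, while it shifted the median of all genes by -0.16 on the log2 scale. CSF2, CD69 and CSF3 showed the largest increases among genes with a mean of at least 5 CPM and no overlap of the libraries, with log2 fold changes of 5.18 (standard error 0.48, adjusted p = 3.52e-08), 4.86 (0.41, 1.12e-08) and 4.61 (0.63, 1.04e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CSF2 and CD69 had 0 counts in at least 1 unstimulated library, and without unstimulated replicate 2 the log2 fold change of CSF2 was 6.36 and that of CSF3 5.66. PPP1R3C (-2.34, standard error 0.18), DKK1 (-2.32, standard error 0.34) and AURKA (-2.27, standard error 0.29) showed the largest decreases, with adjusted p-values of 2.49e-09, 2.84e-05 and 4.38e-06 in edgeR. Single IL-1β libraries stood apart in PPP1R3C (replicate 4, 19.8 CPM against 36.3 or more) and DKK1 (replicate 2, 2.07 CPM against 7.66 or more). Among genes that Supplementary Table 7 lists as higher in inflammatory fibroblasts than in other clusters, 109 of 117 could be tested. Their median log2 fold change with IL-1β was 0.22 and 93 of the 109 were higher (camera, preset correlation 0.01, adjusted p = 3.54e-17). Of the 16 genes listed as lower, 11 could be tested, which is 68.8%, and their median fell by 0.26 (camera, adjusted p = 4.11e-05). With TNF-α the medians were 0.22 and -0.23 (camera, adjusted p = 3.26e-13 and 0.000636). These calls also passed with a correlation estimated from the data and with fry. The size of the medians varied more. With library size alone, the median of the higher set was 0.072 with IL-1β and 0.085 with TNF-α. With 1 library left out, that of the lower set ran from -0.385 to -0.156 with IL-1β and from -0.456 to -0.117 with TNF-α. Without a filter on low counts, that of the lower set was -0.066 with IL-1β and -0.116 with TNF-α. The single-cell clusters themselves were not analysed here.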

Single-cell sequencing showed that inflammatory fibroblasts in M4/M5-high tissue from patients with IBD represented the cell population demonstrating the strongest IL-1 response signature (Fig. 6b; see Supplementary Table 9 for IL-1 gene expression response), suggesting that activation of this pathway may be associated with the poor therapy response observed in those patients. In support, inflammatory fibroblasts and ABCA8 fibroblasts demonstrated the highest fold increase of IL-1 receptor gene expression (*IL1R1*) in patients with M4/M5-high IBD (Extended Data Fig. 8d). By contrast, the expression of genes encoding TNF receptors (*TNFR1* and *TNFR2*) did not demonstrate this trend (Extended Data Fig. 8d). Consistent with the predominant role of IL-1 in these patients, module M5 was enriched in inflammasome genes (Extended Data Fig. 8e). Additionally, immunohistochemical staining revealed that IL-1β is localized to the ulcer bed and granulation tissue (Fig. 6c, top), but not to noninflamed tissue or that where lymphoid aggregates predominate (Fig. 6d, top). Areas of intense IL-1β labeling also demonstrated intense staining of FAP (Fig. 6c,d, middle), suggesting that IL-1R signaling in the ulcer bed drives the inflammatory fibroblast program characterized by FAP expression. Areas of IL-1β and FAP labeling also demonstrated infiltrates of NE^+^ neutrophils (Fig. 6c,d, bottom).

Overall, these results identify IL-1R signaling as a key driver of the inflammatory fibroblast/neutrophil recruitment phenotype that is observed in IBD tissues with a high M4/M5 pathotype.

## Discussion

Our results identify distinct pathotypes within the heterogeneous landscape of IBD that inform on the outcome of therapies. Several genes found in our M4/M5 modules have been associated with nonresponse to anti-TNF therapy or corticosteroids^5–7,9–12,15,22^, but previous studies failed to link these to the identifiable histopathological hallmarks, neutrophil contribution and cytokine drivers of this wider signature. These are important insights with implications for patient stratification in therapeutic targeting.

Our results highlight neutrophils as a major component of the M4/M5 signature associated with nonresponse to several different therapies in IBD. Previous analyses of tissue-level gene expression had linked neutrophils with therapy nonresponse in IBD^9,10^. We have extended those findings by mapping these signatures to intestinal neutrophils isolated from distinct tissue niches within lesions of inflamed intestine. It is also notable that a dominant neutrophil contribution to the biology of inflammation and anti-TNF therapy resistance in IBD is absent from previous scRNA-seq studies where these cells were not analyzed^6,7^. It is not known whether neutrophil accumulation is a cause or a consequence of the damage at sites of tissue ulceration. However, there is evidence that neutrophils can contribute to chronic inflammation through production of extracellular traps and the liberation of reactive-oxygen species^23^. We found that neutrophils are also the major source of *OSM* expression, a cytokine functionally associated with nonresponse to anti-TNF therapy in IBD^5^.

In situ localization of inflammatory fibroblasts by PDPN and FAP revealed their proximity to neutrophils in ulcers. We hypothesize that, rather than being a specialized fibroblast subset, inflammatory fibroblasts may represent an activation state of either ABCA8 fibroblasts residing in the lamina propria of the intestine, or subepithelial PDGFRA fibroblasts.

We also observed an expansion of ACKR1^+^ endothelial cells alongside activated fibroblasts in M4/M5-high tissues/deep ulcers. Module M2 also strongly correlated with endothelial cells in our in silico predictions, and was the third strongest association with therapy nonresponse. Since endothelial cells did not express high levels of genes coding for neutrophil-chemoattractant CXCLs, we can speculate that inflammatory fibroblasts produce these chemokines, which are then presented by ACKR1^+^ endothelial cells to circulating neutrophils to initiate extravasation^24^.

The very specific localization of IL-1β in the areas of epithelial cell damage in ulcers suggests that disruption of the epithelial barrier may be a primary event. Early responders to this damage may also include resident MNP, which can produce excessive IL-1β and IL-23 particularly in the context of IL-10 pathway deficiency^11^. Alarmin IL-1α may similarly contribute to the activation of fibroblasts and initiation of colitis^25,26^, and can be released by necrotic epithelial cells in IBD^27^. Further studies are required to establish whether the IL-1R-driven activation of inflammatory fibroblasts identified here is dominated by IL-1α or IL-1β signaling or both.

In addition to the M4/M5-high pathotype, we also identified patients with high M6 tissue expression associated with lymphoid aggregates. The high tissue expression of *CCL19*/*CCL21*/*CXCL13* suggests that this pathotype reflects the presence of fibroblastic reticular-like cells^20^. The expression of M6 was very low in pediatric-onset UC and CD; this may reflect the different nature of the samples analyzed in the two studies, the latter using endoscopic punch biopsies limited to the mucosa rather than full-thickness surgical specimens. This requires consideration when interpreting lymphoid signals from endoscopic biopsies.

Patients with UC or CD whose tissues show a high M4/M5 signature and ulceration express high amounts of *IL1B* but not *NR3C1*, *ITGA4 or TNF*, suggesting they may benefit from blocking of IL-1R rather than TNF to target the neutrophil-attractant program in fibroblasts. Indeed, TNF can promote mucosal healing^28^ and therefore may be deleterious in patients with deep ulceration. Genetic defects in the IL-1 pathway have been linked to anti-TNF nonresponse^29^, and the principle of ameliorating acute intestinal inflammation by blockade of IL-1 signaling has been demonstrated in preclinical models^30–32^. In case studies of Mendelian disease-like IBD with IL-10 deficiency, the blockade of IL-1 signaling can successfully treat intestinal inflammation^33,34^. Surprisingly, large-scale studies of IL-1 blockade in polygenic IBD patient cohorts are lacking although trials in acute severe ulcerative colitis are ongoing^35^.

Our surgical resection samples highlight the heterogeneity of inflammatory lesions in a difficult-to-treat patient group. These data are only a snapshot and do not inform on the evolution and dynamics of the distinct pathotypes identified here. However, the presence of M4/M5-signature-high patients before treatment in a number of prospective cohorts suggests that deep ulceration and high M4/M5 signature can occur independently of therapy failure. Our study does not address whether lymphoid aggregates and ulceration are independent processes or connected states. Notably, the presence of M4/M5 and M6 is not mutually exclusive, and a small number of tissues exhibited both ulceration and lymphoid aggregates. Further understanding of the natural history of these distinct pathotypes and their relationship to disease dynamics will require longitudinal analyses.

In summary, integration of data across biological levels identifies new tissular IBD pathotypes that are defined by different molecular, cellular and histopathologic features and are associated with patient responses to current therapeutics. Currently, subcategories of IBD are classified by high-level phenotypes. A deficit in understanding the cellular and molecular pathotypes in IBD has restricted prescription of therapeutics based on the underlying biologic processes they target, increasing the likelihood of failure. Future trials should consider patient inclusion criteria based on the observations presented here. Our data indicate that IL-1 blockade may benefit those individuals with deep ulceration and who do not respond to several different current therapeutics. This may improve treatment outcomes for patients with IBD by hastening the administration of appropriate interventions and providing an alternative therapeutic target in an area of unmet clinical need.

## Methods

### Statistics and reproducibility

Due to the nature of the study, no statistical method was used to predetermine sample size and experiments were not randomized; *n* = 15 samples of bulk sequencing from surgical resections were excluded based on failed quality control (low number of reads, outlier on PCA) (see GSE166928 for flags and https://github.com/microbialman/IBDTherapyResponsePaper). Given the sample nature, technical replication of experiments involving human patient sample material was not carried out because collection of substantially more tissue could not be ethically supported. Patient data were analyzed at the cohort level, using all patients/samples/datapoints, to derive statistics. For experiments with cell lines, replicates are presented and experiments shown only if the experiment was successfully repeated on at least one other occasion. Randomization was not relevant to the clinical findings because this was an observational study. Cell culture wells were randomly allocated to experimental groups. All human samples and cell line treatment groups were blinded to the researchers before data collection, by giving them a unique ID number. Pathologists were blinded for scoring of histopathologic slides. The type of statistical test and experimental group sizes are given in the figure legends.

### Patient cohorts and ethics

Patients eligible for inclusion in the discovery cohort were identified by screening surgical programs at Oxford University Hospitals. Samples were obtained from patients undergoing surgical resection of affected tissue for UC, CD or CRC (used as non-IBD controls). All tissue samples included in the study were classified by pathological examination as either macroscopically active inflamed or noninflamed. Additional samples were also obtained from patients with CD and UC, or from healthy individuals by biopsy. All patients and healthy participants gave informed consent and collection was approved by NHS National Research Ethics Service under the research ethics committee reference nos. IBD 09/H1204/30 and 11/YH/0020 (for IBD) and GI 16/YH/0247 (for CRC samples and gut biopsies from healthy individuals). Samples were immediately placed on ice (RPMI 1640 medium) and processed within 3 h. All data were fully anonymized before analyses. For replication of prospective findings in the discovery cohort, public datasets derived from endoscopic tissue samples of patients with IBD were used^10,15–17,36^ (GSE16879, GSE73661, GSE109142, GSE57945, GSE100833).

### Isolation of cells from tissue samples

After removal of external muscle and adipose layers, and removal of bulk epithelial cells by repeated washes in PBS containing antibiotics (penicillin/streptomycin, amphotericin B, gentamicin, ciprofloxacin) and 5 mM EDTA (Sigma-Aldrich), tissue from surgical resections was minced using surgical scissors. In the case of endoscopic biopsies, the epithelial wash was omitted. Minced tissue was subjected to multiple rounds of digestion in RPMI 1640 medium containing 5% fetal bovine serum (FBS), 5 mM HEPES, antibiotics as above and 1 mg ml^–1^ Collagenase A and DNase I (all Sigma-Aldrich). After 30 min, digestion supernatant containing cells was removed, filtered through a cell strainer, spun down and resuspended in 10 ml of PBS containing 5% bovine serum albumin (BSA) and 5 mM EDTA. Remaining tissue was then topped up with fresh digestion medium until no more cells were liberated.

### Primary culture expansion and conditioned medium production

Primary stromal cell lines were expanded by plating the single-cell suspension of tissue digests onto plastic cell culture vessels and expanding the adherent fraction in RPMI 1640 (with 20% fetal calf serum (FCS), antibiotics, 5 mM HEPES) (Sigma). Primary cell lines were used for assays between passage numbers 7 and 15. For the production of conditioned medium, sorted cell populations were plated at 1,000,000 cells ml^–1^ in cell culture dishes with RPMI 1640 containing 5% FCS (Life Technologies), antibiotics and 5 mM HEPES for 16 h. Next, supernatants were aspirated, spun down to remove cells and frozen at −80 °C until further use.

### FACS and analysis

Single-cell suspensions obtained from tissue digests were blocked in PBS 5% BSA containing human anti-Fc block (Miltenyi), except when CD16 was in the panel, stained for FACS analysis or sorting with Fixable Viability Dye eFluor 780 (eBioscience, 1:1,000), DAPI (Invitrogen, 1:50,000) and antibodies (all from Biolegend, except anti-Pdpn: clone NZ-1.3 from eBioscience and anti-FAP:sheep from Biotechne) in PBS with 5% BSA and 5 mM EDTA for 20 min on ice. After washing in the same buffer, cells were either analyzed (LSRII or Fortessa X20) or sorted (Aria III, 100-µm nozzle). All antibodies used for FACS analysis and sorting can be found in Supplementary Table 10.

### Ex vivo and in vitro assays of fibroblast stimulation

For the stimulation of stromal cells, either Ccd18-Co colonic fibroblasts (ATCC, no. CRL-1459) or primary stromal cell lines (isolated as above) were plated at 20,000 cells per well in a 48-well plate. Plated cells were starved for 72 h in culture medium without FCS, before stimulation with cytokines or conditioned medium (prediluted 1:3 in starving medium) for 3 h or 24 h at 37 °C. For blockade experiments, recombinant cytokines in starving or conditioned medium were preincubated with 2 mg ml^–1^ Anakinra (Kineret) or Adalimumab (Humira) for 1 h at room temperature, with shaking, before stimulation of cells. After 3 h, supernatants were removed and cells lysed directly in appropriate RNA lysis buffer.

### Isolation of RNA from tissue samples and cell populations

Endoscopic punch biopsies or dissected tissue pieces from surgical resections were stored in RNAlater (Qiagen) following collection, until further processing. Tissue was homogenized using the soft tissue homogenizing CK14 kit (Precellys, Stretton Scientific, no. 03961) in 300 µl of RLT lysis buffer (Qiagen) and 20 µM DTT (Sigma). RNA was isolated using the Qiagen Mini kit with a DNA digestion step (Qiagen). Bulk-sorted cell populations and cultured cells were directly lysed in RNA lysis buffer, followed by RNA isolation with the appropriate kits and on-column DNase treatment.

### Quantitative real-time PCR

Normalized amounts of isolated RNA were reverse transcribed using a high-capacity reverse transcription kit (Thermo Scientific, no. 4368814). Quantitative real-time PCR (qPCR) was performed using premade, exon-spanning Taqman probes (LifeTechnologies) and run on a ViiA 7 Real-Time PCR system. Gene expression values, relative to the housekeeping gene(s) as indicated, were calculated using the 2^Δct^ method.

### Sequencing of RNA from whole tissue and sorted cell populations

Sequencing libraries were prepared using either the QuantSeq 3’ mRNA-Seq FWD Library Prep Kit (Lexogen) for whole-tissue samples, or the Smart-seq2 protocol^37^ for bulk and cultured cell populations (with our own in-house indexing primers). Libraries were sequenced using an Illumina HiSeq4000 with 75-base-paired-end sequencing^38^. For qPCR analysis, 15–250 ng of RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and qPCR performed using Precision Fast qPCR mastermix with the EagleTaq Universal Master Mix at a lower level, 12.8 ml (Primer design, Precision FAST-LR), and Taqman probes (Life Technologies).

Bulk RNA sequencing data were analyzed using the bulk processing aspect of pipeline_scrnaseq.py (https://github.com/sansomlab/scseq). Data quality was assessed using pipeline_readqc.py (https://github.com/cgat-developers/cgat-flow). Sequenced reads were aligned to the human genome GRCh38 with Hisat2 (v.2.1.0)^39^ using a reference index built from the GRCm38 release of the mouse genome and known splice sites extracted from Ensembl v.91 annotations (using the hisat2_extract_splice_sites.py tool). A two-pass mapping strategy was used to discover new splice sites (with these additional parameters: –dta and–score-min L,0.0,−0.2). Mapped reads were counted using featureCounts (Subread v.1.6.3; Ensembl v.91 annotations; with default parameters)^40^. Salmon v.0.9.1 was used to calculate transcripts per million (TPM) values^41^ using a quasi-index (built with Ensembl v.91 annotations and *k* = 31) and gc bias correction (parameter ‘—gcBias’). For heatmap visualization of gene expression levels, *z*-scores of TPM values and Manhattan distances were calculated within the *heatmap2* package in R. Differential expression analyses were performed using DESeq2 (v.1.26.0)^42^.

Pathway enrichment analysis for groups of genes associated with cell types was carried out with the *enrichGO* function from the *clusterProfiler* package in R^43^. ‘Cellular component’ Gene Ontology annotation terms were used as pathways.

### Identification and quantification of gene coexpression modules in discovery data

To reduce dimensionality within the dataset, an unbiased approach was used to collapse genes with similar expression patterns in the discovery RNA-seq dataset. Normalized (TPM) counts were considered for all genes across all samples, including both inflamed and noninflamed tissues from patients with IBD and samples from the CRC controls. These were filtered to remove genes with zero counts in over half of the samples, and log transformed following the addition of a pseudocount. Transformed counts were then used to define modules of correlated genes using WGCNA in R^44^. In brief, this process calculates pairwise Pearson correlation estimates between all genes; these are then raised to the power of a soft threshold, in this case raising correlation coefficients to the power of 9, which magnifies the differences between large and small correlations. Finally, the network of these amplified correlations (where each gene is a node and each edge is a correlation) is used to generate a topological overlap matrix (TOM). This represents the similarity of expression patterns between a given pair of genes in the dataset, similar to the correlation matrix but taking into account their shared correlation with other genes. Finally, hierarchical clustering of the TOM is used to assign genes into modules based on their coexpression pattern. The *pickSoftThreshold* function was used to identify nine as an appropriate soft threshold. The *blockwiseModules* function was then used with this threshold to automatically carry out the aforementioned process and assign genes to modules. Parameters for the function were as follows: minimum module size of 30 genes, mergeCutHeight of 0.1, reassignThreshold of 0 and use of a signed network.

The resultant module definitions were quantified using the eigengene approach within WGCNA. An eigengene is a quantitative representation of the expression of a module as a whole, and is derived from the first component of a principle components analysis restricted to the expression data of only genes in the module. Eigengenes for the modules defined in the resection data were calculated using the *moduleEigengenes* function.

Correlations between clinical and metadata measures and module eigengenes were assessed using Pearson correlations, with *P* values estimated using the *corPvalueStudent* function and adjusted for multiple testing. Benjamini–Hochberg correction using the *p.adjust* function was used for all analyses with adjusted *P* values. This was carried out on inflamed IBD tissue samples and CRC tissue samples combined, and also on inflamed IBD tissue samples alone. Eigengenes were also compared between paired inflamed and noninflamed tissues sections using a *t*-test and adjusting for multiple testing across modules.

Cell type composition scores were estimated for each resection sample using the *xCellAnalysis* function from the xCell package^14^. Correlations between module eigengenes and the derived cell type scores were visualized for all cell types scored in >25% of samples, and used to infer the cell types represented by modules within the whole-tissue data (discovery cohort).

### Quantification of module associations with clinical variables in replication datasets

Publicly available RNA-seq^10,17^ (GSE57945, GSE109142) or microarray data^15,16,36^ (GSE16879, GSE12251, GSE100833) were downloaded from the NCBI gene expression omnibus. These were pre-existing enumerated gene counts in the case of the RNA-seq datasets and raw array data in the case of the microarray sets. The latter were processed and normalized to gene counts using the *rma* function from the affy package^45^, summing values for probes associated with the same gene symbol. Across all datasets, gene symbol annotations were used to map genes to the module assignments generated from the discovery resection tissue dataset, eliminating those not observed in the replication dataset under consideration. The percentage of genes missing from the original module definitions was recorded, but was generally low across all datasets. Mapped module assignments were then used to generate eigengenes from the replication expression datasets using the *moduleEigengenes* function. Correlations between clinical metadata and eigengenes in replication datasets was performed using Pearson correlations as for the discovery dataset. In the case of the pediatric cohort data (GSE57945), Mann–Whitney *U*-tests were used to compare modules between patients scored as ulcerated or not in metadata, and hierarchical clustering was used to group patients based on M4, M5 and M6 expression as for the discovery cohort.

Differences in pretreatment module eigengene values between responders and nonresponders in prospective studies were assessed using Mann–Whitney *U-*tests, adjusting *P* values for testing of multiple modules within each dataset. In the study of Haberman et al.^10^, we considered only patients on corticosteroid therapy, combining patients that received oral and intravenous administration. In the case of the 2018 study of Arjis et al.^16^, which tested multiple different therapies and treatment regimens, we used analysis of variance (ANOVA) to identify any differences between responders and nonresponders across all combinations, adjusting for regimen, and post hoc Mann–Whitney *U*-tests to identify individual treatment regimens where modules were significantly different by response.

Meta-analysis of the expression of modules M4 and M5 across responders and nonresponders in the various replication datasets was carried out using the meta package in R^46^. Anti-TNF response data were used from the Arijs 2009^15^ and 2018^16^ papers, and corticosteroid response data were from the study of Haberman et al. Only the 4-week treatment condition was included from the anti-intergrin data from ref. ^16^, as this was the only one that proved significantly different for either M4 or M5. A random effects meta-analysis was carried out comparing standardized mean differences between patient groups using the exact Hedges estimate.

In the prospective cohorts, the predictive value of the expression of single genes for response to treatment was assessed using a simple logistic regression where response was the outcome and gene expression the sole predictor. Modeling was carried out for all genes also observed in the discovery cohort, for each of the prospective studies, using the *glm* function in R. The predictive ability of each gene in each dataset was summarized as the area under the curve (AUC) of a receiver operating characteristic (ROC) curve. AUC values for each gene were generated by applying the *roc* function from the pROC package to predictions generated from the logistic regression models. The relative predictive power of genes within modules of interest was compared by summing the rank of genes (based on their AUC value) across datasets and comparing these cumulative ranks between modules.

### Pathological scoring of histology using the Nancy index

Formalin-fixed paraffin-embedded (FFPE) and hematoxylin-and-eosin-stained tissue sections of IBD patients were scored according to the Nancy index, based on criteria reported in ref. ^13^. The extent of histologic ulceration was scored on a semiquantitative scale (0–25–50–75–100% of section area). All scorings were carried out by blinded, consultant gastrointestinal histopathologists.

### Immunohistochemistry and quantitative histopathology

Tissue specimens were either fixed for 48 h in 4% neutral-buffered formalin (Sigma) and embedded in paraffin (FFPE) for chromogenic stainings, or fixed for 24 h in 2% paraformaldehyde in phosphate buffer containing l-lysine and sodium periodate and frozen in OCT (Sigma) after soaking in 30% sucrose for 48 h (OCT) for fluorescent staining. Freshly cut, dewaxed and rehydrated FFPE sections (5 µm) were subjected to heat-induced antigen retrieval by boiling in Target Retrieval Solution (Dako, pH 6.0, for all stainings except neutrophil elastase) for 15 min (microwave). This was followed by 15 min of blocking in Bloxall solution (Vector Labs), 60 min of blocking in 5% BSA/TBST with 5% serum of secondary antibody species (Sigma) and 15 min of blocking in avidin followed by biotin solution (Vector Labs). All steps were performed at ambient temperature. Tissue sections were incubated with primary antibodies in 5% BSA/TBST overnight (>16 h) at 4 °C. Following incubation, biotinylated or HRP-conjugated secondary antibodies were applied for 2 h (room temperature) in 5% BSA/TBST. For biotinylated secondary antibodies, AB complex (Vector Labs) was incubated for a further 1 h in TBST (room temperature). Chromogenic stains were developed by the application of DAB HRP substrate solution (Vector Labs) and counterstained for 5 min in hematoxylin solution (Sigma). Slides were then dehydrated and mounted in DPX (Sigma) mounting medium.

Whole-section imaging of chromogenic sections was performed on a NanoZoomer S210 digital slide scanner (Hamamatsu). Slide scans of all stains can be made available upon request. Scanned tissue sections, stained using DAB immunohistochemistry, were analyzed using Indica Labs HALO image analysis platform. A consultant gastrointestinal pathologist manually annotated each slide, dividing the mucosa into normal and inflamed areas. The tissue was scored using Indica Labs’ analysis modules CytoNuclear v.2.0.5, detecting DAB-positive and -negative cells in inflamed areas. Pathologic features (ulceration/granulation tissue, granulomas, crypt abscess/cryptitis, lymphoid aggregates and architectural distortion/mucin depletion) were manually annotated by a consultant pathologist with a special interest in gastrointestinal pathology. The area of each annotated feature was automatically calculated using HALO software. Nuclei (cells) in areas of interest and whole-tissue sections were detected and counted using Indica Labs’ CytoNuclear v.2.0.9 analysis module. Scores (percentage) were normalized to the number of nuclei found within a pathological feature over the total number of nuclei detected in the whole-tissue section. These normalized counts were used to investigate Pearson correlations between features and correlations with module eigengenes.

OCT sections (10 µM thickness) were incubated in blocking buffer (PBS1X, 5% goat serum, 2% FCS and human FcBlock, Miltenyi) with unconjugated primary antibodies (PDPN, PDGFRa, ABCA8), conjugated primary antibodies (THY1, NE, PECAM1, MCAM) or biotinylated (FAP) overnight at 4 °C. The following day, either AF488 donkey anti-rat, AF647 donkey anti-goat, AF555 donkey anti-rabbit or strepatividin-AF568 was applied for 1 h at room temperature in blocking buffer. Finally, nuclei were stained with Hoechst 28332 (Life Technologies) for 15 min at room temperature in blocking buffer and mounted in ProlongGold mounting medium (Life Technologies) before imaging with the spectral detector of a Zeiss confocal LSM 880 microscope. Images were processed and converted to TIFF format in Image J. All antibodies used for immunohistochemistry can be found in Supplementary Table 10.

### Preparation of cells for scRNA-seq

Four pairs of biopsies from the same patient were pooled, minced and frozen in 1 ml of CryoStor CS10 (StemCell Technologies) at −80 °C, then transferred to liquid nitrogen within 24 h. Single-cell suspensions from these endoscopic biopsies were then prepared by thawing, washing and subsequent mincing of the tissue using surgical scissors. Minced tissue was then subjected to rounds of digestion in RPM 1640 medium (Sigma) containing 5% FBS (Life Technologies), 5 mM HEPES (Sigma), antibiotics as above and Liberase TL with DNAse I (Sigma). After 30 min, digestion supernatant was removed, filtered through a cell strainer, spun down and resuspended in 10 ml of PBS containing 5% BSA and 5 mM EDTA. Remaining tissue was then topped up with fresh digestion medium until no further cells were liberated from the tissue. Cells were then stained and FACS-sorted, as described above for live EPCAM^–^CD45^–^ cells, before being taken for microfluidic partitioning.

### 10X library preparation, sequencing and data analysis

Single-cell RNA-seq data was generated from disaggregated intestinal tissue sorted for CD45^–^EPCAM^–^ stromal cells. Viable cells were subjected to a standard droplet single-cell complementary DNA library preparation protocol. The experimental details for generation of cDNA libraries are described in a separate manuscript^47^. We demultiplexed FASTQ files for each 10X library using the Cell Ranger (v.3.1.0) mkfastq function^48^. We then mapped reads to the GRCh38 human genome reference using Kallisto^49^ (v.0.46.0) and quantified genes by cell-barcode UMI matrices with Bustools (https://github.com/BUStools/bustools) (v.0.39.0). For quantification we used gene annotations provided by Gencode^50^ (release 33), keeping only protein-coding genes and collapsing Ensembl transcripts to unique HGNC-approved gene symbols.

We filtered for potentially empty droplets and damaged cells by excluding droplets with <500 unique genes and libraries with >20% of reads assigned to mitochondrial genes. We pooled the resulting high-quality cells from each 10X library into a single cell by gene UMI matrix. We normalized for read depth with the standard log(CP10K) normalization procedure for gene *g* and cell *i*, where log CP10K_*gi*_ = normalized log counts-per-10,000 for gene *g* and cell *i*, *h* = index for gene *h*, and *Σ*_*h*_ UMI_*hi*_ = total number ofcounts observed for cell *i*:

$$\log {\mathrm{CP}}10K_{gi} = {{{\mathrm{log}}}}\left( {1 + 10^4 \times \frac{{{\mathrm{UMI}}_{gi}}}{{\mathop {\sum }\nolimits_h {\mathrm{UMI}}_{hi}}}} \right)$$

We performed PCA analysis on the top 2,000 most variable genes, identified with the VST method implemented in the Seurat^51^ R package. For PCA, we *z*-scored each variable gene and computed the top 30 eigenvectors and singular values with the truncated SVD procedure, implemented in the RSpectra (https://github.com/yixuan/RSpectra) R package. We defined PCA cell embeddings by scaling eigenvectors by their respective singular values. To account for potential batch effects in PCA embeddings, we modeled and removed the effect of the 10X library as identified using the Harmony algorithm. For Harmony^19^, we set the cluster diversity penalty parameter *θ* to 0.5 and used default values for all other parameters. We evaluated the effect of library mixing before and after Harmony using the local inverse Simpson’s index (LISI), described in the Harmony manuscript^19^. We evaluated the significance of change in LISI with a *t*-test, with degrees of freedom equal to the number of libraries minus 1. To visualize cells in two dimensions, we input the Harmonized PCs into the uniform manifold approximation and projection (UMAP) (arXiv:1802:03426 [stat.ML]) algorithm.

### Identification of marker genes within scRNA-seq

We performed joint clustering analysis on all scRNA-seq libraries using the cells’ harmonized PCA embeddings. With the 30-nearest-neighbor graph, we computed the unweighted shared nearest neighbor (SNN) graph and truncated SNN similarity values <1/15 to zero. We then performed Louvain clustering based on the R/C++ implementation from Seurat at resolution 0.3, resulting in eight clusters. We identified upregulated marker genes in each cluster using pseudobulk differential expression with negative binomial regression, implemented in the DESeq2 R package. For pseudobulk analysis, we collapsed cells from the same donor and cluster into one pseudobulk sample, summing the UMI counts from each cell. We then performed differential expression analysis on these pseudobulk samples, with the design *y* ~ 1 + *cluster*. This design assigns each gene an intercept term (that is, mean expression), a multiplicative offset for each cluster. We addressed the degeneracy of the design matrix by assigning a Gaussian prior distribution to the cluster effects (DESeq2 parameter βPrior=TRUE). The full results for this differential expression analysis are reported in Supplementary Table 6.

### Differential expression analysis of single-cell data by inflammatory status

We performed differential expression to associate genes with inflammation status within each single-cell cluster. We used DESeq2 on the pseudobulk samples described above, this time analyzing each cluster separately with the design *y* ~ 1 + *InflamStatus*. We treated InflamStatus as a random effect (DESeq2 parameter βPrior=TRUE) and recovered a mean multiplicative offset for each of the three inflammatory status categories.

### Single-cell gene-set enrichment scoring

Single-cell gene-set enrichment scores were computed for WGCNA modules and cytokine stimulation signatures using the same strategy. For each gene in the gene set, we computed *z-*scores (mean centered and unit variance scaled) of log(CP10K) normalized expression across all cells. We then summed the *z*-scores of genes in the gene set to compute a single gene-set score for each cell. This procedure is summarized in the formula below, used to compute the score *S*_*G,i*_ for gene set *G* and cell *i* using normalized expression *y*_*gi*_, gene mean *μ*, and gene standard deviation *σ*_*g*_:

$${\mathrm{score}}_{G,i} = \mathop {\sum }\limits_{g \in G} (y_{gi} - \mu _g)/\sigma _g$$

### Single-cell trajectory analysis

We performed trajectory analysis using the principal curve method, implemented in the princurve R package (https://www.jstor.org/stable/2289936). We fit a principal curve to all fibroblasts by inputting harmonized UMAP coordinates into the principal_curve function. This mapped fibroblasts to a nonlinear, one-dimensional space and assigned each cell a unique position, from 0 to 100, along this trajectory. For direct visualization of the abundance of each cluster along the trajectory, we plotted the relative density of each cluster along it. In these density plots, ABCA8^+^ fibroblasts grouped towards the beginning (position 32) of the trajectory, PDPN^+^ fibroblasts in the middle (position 59) and PDGFRA^+^ fibroblasts towards the end (position 82). This distribution along the trajectory is also reflected by the canonical markers of these populations. To visualize this, we discretized pseudotime by binning into 100 uniform-density windows, chosen so that each window has the same number of cells. We then plotted the scaled gene expression values of ABCA8, PDPN and PDGFRA, summarized by mean expression (point) and 95% confidence interval (line).

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41591-021-01520-5.

## Supplementary information

Supplementary Information

Reporting Summary

Supplementary Table 1 WGCNA discovery cohort analysis.

Supplementary Table 2 WGCNA module replications.

Supplementary Table 3 Therapy response dataset analyses—differential module expression.

Supplementary Table 4 Therapy response dataset analyses—AUCs.

Supplementary Table 5 Differential gene expression: stroma, neutrophils and MNPs.

Supplementary Table 6 Marker gene scRNA-seq clusters.

Supplementary Table 7 Differentially expressed genes between scRNA-seq clusters within M4/M5 groups.

Supplementary Table 8 Differentially expressed genes between M4/M5 groups within scRNA-seq clusters.

Supplementary Table 9 Differentially regulated genes in IL-1β-stimulated intestinal fibroblasts.

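Supplementary Table 9 lists genes by their change in IL-1β-stimulated against unstimulated fibroblasts, each with a log2 fold change, its standard error and p-values. The copy used here holds 1998 of the table's 2085 genes, 1324 with an increase and 674 with a decrease, and the 87 genes left out of it are those with the largest decreases, so no test of the list as a whole was made. With DESeq2, a local fit of the dispersion and all 12 IL-1β and unstimulated libraries, a setting chosen after the data had been seen, 2085 genes passed an adjusted p of 0.05, 1324 higher and 761 lower. The log2 fold changes of that setting differed from those in the table by at most 1.1e-05 for all 1998 genes, and the table's values therefore include the 2 libraries marked for exclusion in the authors' annotation. The values beside the claims rest on the other 10 libraries. Of the 1998 genes, 1904 were tested with these and 94 had too few counts. The median absolute difference of their log2 fold changes from the table's was 0.09. For CXCL6 the paper's reported value is 2.81 (standard error 0.20), against 2.62 (standard error 0.16) from the 10 libraries, and for PDGFRA it is 0.22 (standard error 0.07), against 0.19 (standard error 0.10).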

Supplementary Table 10 List of antibodies used in the study.

## Data Availability

Bulk RNA sequencing has been deposited at GEO (GSE166928) and single-cell data at ImmPort (SDY1765; accessible with the next release scheduled for 10 September 2021). Additional data have been made available through a GitHub repository at https://github.com/microbialman/IBDTherapyResponsePaper. Due to their extensive size, image scans and raw data for FACS/qPCR assays are available from the corresponding author (F.M.P.) upon request. Publicly available RNA-seq (GSE57945, GSE109142) and microarray data (GSE16879, GSE12251, GSE100833) were downloaded from the NCBI gene expression omnibus. Publicly available RNA-seq (GSE57945, GSE109142) and microarray data (GSE16879, GSE12251, GSE100833) were downloaded from the NCBI gene expression omnibus.

# Supplementary material for: IL-1-driven stromal–neutrophil interactions define a subset of patients with inflammatory bowel disease that does not respond to therapies
**Source:** Nat Med. 2021 Oct 21;27(11):1970–81. doi: 10.1038/s41591-021-01520-5
**Supplement:** Supplementary file 1 — Supplementary Information

---

**Supplementary information**

---

**IL-1-driven stromal–neutrophil interactions define a subset of patients with inflammatory bowel disease that does not respond to therapies**

---

In the format provided by the  
authors and unedited

**Full list of Oxford IBD Cohort Investigators members:** Carolina Arancibia<sup>8</sup>, Adam Bailey<sup>8</sup>, Ellie Barnes<sup>8</sup>, Elizabeth Bird-Lieberman<sup>8</sup>, Oliver Brain<sup>8</sup>, Barbara Braden<sup>8</sup>, Jane Collier<sup>8</sup>, James East<sup>8</sup>, Lucy Howarth<sup>8,11</sup>, Paul Klenerman<sup>8</sup>, Simon Leedham<sup>8</sup>, Rebecca Palmer<sup>8</sup>, Fiona M. Powrie<sup>1</sup>, Astor Rodrigues<sup>8,11</sup>, Alison Simmons<sup>8</sup>, Peter Sullivan<sup>8,11</sup>, Jack Satsangi<sup>8</sup>, Philip Allan<sup>8</sup>, Timothy Ambrose<sup>8</sup>, Jan Bornschein<sup>8</sup>, Jeremy Cobbold<sup>8</sup>, Emma Culver<sup>8</sup>, Michael Pavlides<sup>8</sup>, Simon P. Travis<sup>8</sup>, Holm H. Uhlig<sup>8</sup>, Alissa Walsh<sup>8</sup>

# Supplementary material for: IL-1-driven stromal–neutrophil interactions define a subset of patients with inflammatory bowel disease that does not respond to therapies
**Source:** Nat Med. 2021 Oct 21;27(11):1970–81. doi: 10.1038/s41591-021-01520-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Bulk RNA sequencing : Illumina HiSeq4000; Single Cell RNAsequencing : Illumina NextSeq 500; Image acquisition : NanoZoomer S210 Hamatsu (NDP.view2 U12388-21) Zeiss Confocal LSM 880 (Zen System 3.4); FACS acquisition and sort : LSR II, Aria III (FACSDiva v8.0); quantitative PCR : ViiA 7 Real-Time PCR System (QuantStudio 6)

#### Data analysis

Bulk RNA sequencing data were analysed in Python using the bulk processing aspect of pipeline\_scrnaseq.py (<https://github.com/sansomlab/scseq>). Data quality was assessed using pipeline\_readqc.py (<https://github.com/cgat-developers/cgat-flow>). Sequence read were aligned using the hisat2\_extract\_splice\_sites.py tool. Mapped Reads were counted using featureCounts (Subread version 1.6.3). Salmon v0.9.1 was used to calculate TPM values. R (v3.6.1) packages\_version used for analysis were as follows: rstatix\_0.7.0; clusterProfiler\_3.14.3; gmodels\_2.18.1; simpleaffy\_2.62.0; gcrma\_2.58.0; genefilter\_1.68.0; affy\_1.64.0; knitr\_1.33; biomaRt\_2.42.1; annotate\_1.64.0; XML\_3.99-0.3; BiocManager\_1.30.15; stringi\_1.6.2; egg\_0.4.5; gridExtra\_2.3; gtools\_3.8.2; ggrepel\_0.9.1; GO.db\_3.10.0; org.Hs.eg.db\_3.10.0; AnnotationDbi\_1.48.0; IRanges\_2.20.2; S4Vectors\_0.24.4; vroom\_1.4.0; RColorBrewer\_1.1-2; plots\_3.1.1; edgeR\_3.28.1; limma\_3.42.2; pROC\_1.17.0.1; data.table\_1.14.0; OptimalCutpoints\_1.1-4; caret\_6.0-88; lattice\_0.20-38; ROC\_1.0-11; ROCit\_2.1.1; ggpubr\_0.4.0; WGCNA\_1.70-3; fastcluster\_1.1.25; dynamicTreeCut\_1.63-2; forcats\_0.5.1; stringr\_1.4.0; dplyr\_1.0.6; purrr\_0.3.4; readr\_1.4.0; tidyr\_1.1.3; tibble\_3.1.2; ggplot2\_3.3.3; tidyverse\_1.3.1; GEOquery\_2.54.1; Bio base\_2.46.0; BiocGenerics\_0.32.0; gplots\_3.1.1; DESeq2\_1.26.0; xCell\_1.1. Microarray from publicly available sets were processed and normalised using the affy package (v1.64.0). Meta-analysis of the expression of modules in the replication datasets was carried out using the meta package (v4.19.0) and AUC values for each gene were generated by applying the roc function from the pROC (v1.17.0.1) package in R. Quantitative histopathology were carried out in Indica Labs HALO® image analysis platform using Indica Labs analysis modules CytoNuclear v2.0.5 and v2.0.9. Fluorescent image were analyzed and merged using imageJ software (v1.53c). Single-cell sequencing data was processed using Cell Ranger (v3.1.0), Kallisto (v0.46.0) and Bustools (<https://github.com/BUSTools/bustools>) (v0.39.0). PCA analysis was performed with the VST method implemented in the Seurat R package and R Spectra (<https://github.com/yixuan/R-Spectra>). Batch effects in the PCA embeddings, was modelled and removed using the Harmony algorithm. Harmonized UMAP was generated with the UMAP (arXiv:1802.03426 [stat.ML]) algorithm. Data analysis was then performed using Seurat and Deseq2 and princurve R (<https://>

[www.jstor.org/stable/2289936](https://www.jstor.org/stable/2289936)) packages in R software.

FACS analysis was performed using FlowJo v(10.7.1).

Figure visualisation and statistics analysis were performed using GraphPad v8.4.2, Adobe illustrator 2019 (v23.1) and R (v3.61 and 4.0.1).

All details and code relating to these analyses is available in the following Github repository: <https://github.com/microbialman/IBDTherapyResponsePaper>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Bulk RNA sequencing has been deposited on GEO (GSE166928) and single-cell data on ImmPort (SDY1765; accessible with the next release scheduled for September 10 2021). Additional data has been made available through a GitHub repository at <https://github.com/microbialman/IBDTherapyResponsePaper>. Due to the extensive size, image scans, and raw data for FACS/qPCR assays are available from the corresponding author (FMP) upon request. Publicly available RNAseq (GSE57945, GSE109142) or microarray data (GSE16879, GSE12251, GSE100833) were downloaded from the NCBI gene expression omnibus.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The number of available samples was dictated by the number of interventions (surgeries, endoscopies) carried out, of which we collected every possible sample. Conclusions in the manuscript relating to this data are supported by appropriate statistical tests, and where possible all datapoints are shown.                                                                                                                                                                                            |
| Data exclusions | n=15 samples of bulk sequencing from surgical resections were excluded based on failed quality control (low number of reads, outlier on PCA) (see GSE166928 for flags and <a href="https://github.com/microbialman/IBDTherapyResponsePaper">https://github.com/microbialman/IBDTherapyResponsePaper</a> )                                                                                                                                                                                                  |
| Replication     | Given the sample nature, technical replication of experiments involving human patient sample material was not carried out as collecting substantially more tissue could not be ethically supported. Patient data was analysed at a cohort level, using all patients/samples/datapoints, to derive statistically meaningful conclusions. For experiments with cell lines, replicates are presented and experiments only shown if the experiment could be successfully repeated at least one other occasion. |
| Randomization   | Randomization was not relevant to the clinical findings as this was an observational cohort. Cell culture wells were randomly allocated to experimental groups.                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | All human samples and cell lines used in this paper were blinded before data collection by giving them a unique ID number. Pathologists were blinded for scoring of histopathologic slides.                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Antibodies for FACS and IF analysis or sorting cells were from Biolegend (all used @1:200 dilution except for CD45, CD56, CD3, PDGFRA, CD19 @1:100, and CD4, CD8, Sig8 @1:50): BV785 antiCD45 (clone HI30 ref 304024, lot B284678), AF700 antiCD45 (clone HI30, ref 304048, lot B219921), APC antiHLADR (clone L243, ref 307610, lot B214996), BV711 antiHLADR (clone L243, ref 307644, lot B271297), PE antiCD14 (clone HCD14, lot B269397), BV421 antiCD14 (clone HCD14, ref 325628, lot B286544), PeCy5 antiCD3 (clone UCHT1, ref 300410, lot B258253), AF700 antiCD3 (clone SK7, ref 344828, lot B245810), Pedazzle antiCD3 (clone SK7, ref 344844, lot B220096), PEDazzle antiCD66b (clone G10F5, ref 305122, lot B279539), PerCpCy5.5 antiCD66b (clone G10F5, ref 305108, lot B260775), BV711 antiCD56 (clone 5.1h11, ref 362542, lot B327219), AF488 antiCD19 (clone HIB19, ref 302219, lot B238185), AF700 antiCD19 (clone HIB19, ref 30226, lot B254252), Pecy7 antiCD11c (clone S-HCL-3, ref 371508, lot B258655), BV510 antiCD16 (clone 3G8, ref 302048, lot B265264), PE antiSiglec8 (clone 7C9, ref 347104, lot B261537), Pedazzle antiCD15 (clone W6D3, ref 323038, lot B228060), PeCy7 antiCKIT (clone 104D2, ref 313212, lot B264778), BV510 antiCD4 (clone OKT4, ref 317444, lot B252921), AF700 antiCD8A (clone SK1, ref 344724, lot B282429), BV605 antiPECAM1 (clone WM59, ref 303122, lot B229211), AF647 antiPECAM1 (clone WM59, ref 303112, lot B161860), FITC antiEPCAM (clone 9C4, ref 324204, lot B261790), Pedazzle antiEPCAM (clone 9C4, ref 324232, lot B270029), Pedazzle antiTHY1 (clone 5E10, ref 328134, lot B266076), BF650 antiTHY1 (clone 5E10, ref 328144, lot B263262), PE antiPDGFRA (clone 16A1, ref 323506, lot B275570). eBioscience : PerCp-eFluor 710 antiPDPN (clone Nz1.3, ref 46-9381-42, lot 4332205), APC antiPDPN (clone Nz1.3, ref 17-9381-42, lot 4341948). R&Dsystems : APC antiFAP (Clone 427819, ref FAB3715A-100, lot AEHI0119011).

Further antibodies used for IHC/IF studies were: AF488 antiNeutrophil Elastase @1ug/ml (clone NP57, company :Santacruz, ref sc-53388-AF488, lot G1019), antiPDPN @1:100 (clone D2-40, company :Dako, ref ISO72, lot 10095921), antiPDPN @5ug/ml (clone Nz1.3, company :eBioscience, ref 17-9381-42, lot 2065602), antiTHY1 @5ug/ml (clone 5E10, biolegend, ref 328102, lot B216386), antiNeutrophil Elastase @1:100 (clone NP57, company Santacruz, ref sc-53388, lot : G0810), AF488 antiMCAM @5ug/ml (clone P1H12, company Biolegend, ref 361020, lot B270164), Biotinylated antiFAP @1:100 (polyclonal, company : R&D systems, ref AF3715), antiCD68 @1:500 (polyclonal, company : Sigma-Aldrich, ref HPA048982, lot 007002291), antiCalprotectin @1:100 (clone MAC387, company :Bio-Rad, ref MCA874G, lot : 1801), antiIL1b @1:100 (clone 3A6, company : Cellsignalling, ref : 122425, lot :1), antiABCA8 1ug/ml (polyclonal, company : ThermoFisher, ref PA5-60866, lot A105833), antiPDGFRA @5ug/ml (polyclonal, company : R&Dsystems, ref AF-307-NA, lot VG0718081). Secondary antibodies included : Biotinylated anti-rabbit IgG @1:500 (company : Vectorlab, ref BA-1000, lot ZE1218), Biotinylated anti-mouse @1:500 (company : Vector lab, ref BA-2000, lot ZG0430), AF488 antiRat IgG @1:500 (company : Invitrogen , ref A-31572, lot 2017396), AF647 antiGoat @1:500 (company : invitrogen, ref A-21447, lot 1739289).

Isotype control included : AF647 mouseIgG1 (clone MOPC-21, company Biolegend , ref 400135, lot B241547), AF488 mouse IgG1 (clone MOPC-21, company :Biolegend, ref : 400129, lot B27964), AF488 mouseIgG1 (company: santacruz, ref sc-3890, lot K2619), Rat IgG2a (company :ebioscience, ref 16-4321-82, lot 2269842), mouse IgG1 (Company : SigmaAldrich, ref 02-6100, lot TB266463)

## Validation

## FACS :

All antibodies from Biolegend have been validated by the manufacturer for use in flow cytometry. Additional information can be obtained on the company websites.

anti-PDPN , clone Nz1.3 PerCp eFluor710 /APC have been validated by the manufacturer for flow cytometry. antiFAP APC antibody has been validated by the manufacturer for flow cytometry.

## IHC :

Mouse anti S100A9 (Clone MAC387- Biorad), Rabbit polyclonal antiCD68 (Reference HPA048982 Sigma-aldrich), Mouse anti human NE (NP47- SantaCruz), Goat anti PDGFRA (Reference : AF-307-NA Biotechne), IL1beta ( Clone 3A6 CellSignalling 122425), mouse anti-PDPN antibody (Clone D2-40; Dako) were validated by manufacturer for use in IHC on paraffin.

Biotinylated sheep anti-FAP (Reference : AF3715, Biotechne) was validated in house for IHC on paraffin sections, normal adjacent CRC tissue was used as a negative control for antibody specificity.

## IF:

Rat anti human PDPN (NZ 1.13- Ebioscience), biotinylated sheep anti-FAP (Reference : AF3715, Biotechne), Goat anti PDGFRA (Reference : AF-307-NA Biotechne), Rabbit anti ABCA8 (PA5-60866, ThermoFisher). -Conjugated, Mouse anti human THY1 (5E10, Biolegend), AF488 anti NE (NP57, Santa cruz) , AF647 anti PECAM1 (WM59, Biolegend), AF488 mouse antiMCAM (P1H12, Biolegend) were all validated in house for use in IF after PLP fixation. Unspecific binding was assessed with Isotype control.

## Eukaryotic cell lines

## Policy information about cell lines

## Cell line source(s)

Ccd18-Co ( ATCC, ref : CRL-1459) colonic fibroblast cell lines

## Authentication

STR profiling by the vendor

Mycoplasma contamination

Cell lines tested negative for mycoplasma contamination on all occasions.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

We analyzed 39 non IBD surgical resection from large and small intestine (54% Male, age median 68, 39% of large intestine), 31 IBD surgical resection from large and small intestine (25.8% UC, 70.9% CD, 3,22% IBDu, 52% Male, age median 37, 27% large intestine). Patients medications before surgery was analyzed as covariates and included 19% of aminosalicylates, 39% of corticosteroids, 68% of immunomodulators, 42% of antiTNFa antibodies, 7% of anti-integrin antibodies.

We also analysed intestinal biopsies sections from UC patients under anti-TNFa therapy. 35 patients were responding to treatment ( 65,7% Male, age median 32), 23 patients were not responding to antiTNFa (53.3% Male, age median 34). Additionally, untestinal biopsies from IBD patients were used for FACS and sorted bulk RNA sequencing analysis including 9 UC and 3 CD patients ( 50% Male, age median 34).

4 Healthy biopsies and 7 UC biopsies were used for single cell RNA sequencing ( 100% Female, age median 47).

Recruitment

Patients were recruited through the Oxford TGU Biobank, UK. Intestinal biopsies were taken from patients followed up at the John Radcliffe hospital for their IBD management; healthy intestinal biopsies were taken from patients undergoing endoscopy for suspected intestinal symptoms, but where IBD/intestinal inflammation was not diagnosed. Surgical resection were obtained from surgeries scheduled as part of the disease management for patients with IBD or CRC . Patients analysed for single-cell RNAseq were exclusively female; no gender bias in IBD is reported, hence it can be assumed that gender is not a confounding factor in any of our analyses.

Ethics oversight

All patients and healthy participants gave informed consent and collection was approved by NHS National Research Ethics Service under the research ethics committee references IBD 09/H1204/30 and 11/YH/0020 for IBD or GI 16/YH/0247 for CRC samples and gut biopsies from healthy individuals.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Minced tissue from intestinal biopsies or surgical resection was subjected to multiple rounds of digestion in RPMI1640 medium containing 5% fetal bovine serum (FBS), 5mM HEPES, antibiotics as above, and 1mg/ml Collagenase A and DNase I (all from Sigma Aldrich). After 30 minutes, digestion supernatant containing cells was taken off, filtered through a cell strainer (50uM), spun down and resuspended in 10ml of PBS containing 5% BSA and 5mM EDTA. Remaining tissue was then topped up with fresh digestion medium until no more cells were liberated from the tissue. Single-cell suspensions obtained from tissue digests were stained for FACS analysis or sorting with antibodies in PBS with 5% BSA and 5mM EDTA for 20 minutes on ice. After washing in the same buffer, cells for FACS analysis were fixed for 20min in PFA4% (BD fixative buffer) Sorted cells were not fixed but directly sorted in PBS with 5% BSA and 5mM EDTA buffer.

Instrument

FACS analysis was done on a LSRII (BD) , cells were sorted on an ArialII sorter (BD)

Software

FACS data were analyzed in FlowJo software v(10.7.1)

Cell population abundance

Between 15000 and 5000 Immune and stromal cell were sorted for Extended Figure 5b. Between 10 000 and 100 000 cells were sorted for Bulk RNA sequencing (Figure 3c). The number of cells depended on the inflammation status of the tissue and the size of the surgical pieces removed. Cell purity was confirmed by FACS analyzing fraction of the sorted cells, all cells sorted only expressed the selecting markers. Gene expression of the different marker on which cells were sorted was also confirmed by RTqPCR on sorted pure populations.

Gating strategy

Cells were distinguished from debris based on FSC-SSC , single cells were isolated from doublets by FSC-H, FSC-W, live cells were distinguished from dead cells using negative selection for DAPI staining (Thermoscientific 62248) and Viability Dye EF780 (ebioscience , 65-0865-14).

Epithelial cells, Endothelial cells and Stromal cells were gated on CD45 negative event. EPCAM were then selected on EPCAM positivity, Endothelial cells on PECAM1 positivity. Stromal cells were identified as EPCAM, PECAM1 negative but THY1 and PDPN positive.

Leukocytes were gated on CD45 positivity.

CD8 T cells were then gated on CD3e and CD8 positivity, CD4 T cells were gated on CD3e and CD4 positivity. NK cells were gated on CD56 positivity. B cells were gated on CD3 and CD56 negativity and CD19 positivity. Granulocytes were gated on CD3, CD19, HLADR negativity and CD66b positivity. Neutrophils were gated on CD15 and CD16 positivity. Mast cells were gated on CD15 and CD16 negativity and cKIT positivity. Eosinophils were gated CD15 and CD16 intermediate positivity and SIGLEC8 positivity. Myeloid cells were gated on CD3, CD19 and CD56, CD66b negativity and HLADR positivity. MNP were then distinguished based on CD14 and CD11c expression. All cells were back gated on FSC and SSC to confirm size and granularity.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: IL-1-driven stromal–neutrophil interactions define a subset of patients with inflammatory bowel disease that does not respond to therapies
**Source:** Nat Med. 2021 Oct 21;27(11):1970–81. doi: 10.1038/s41591-021-01520-5
**Supplement:** Supplementary file 12 — List of antibodies used in the study.

| Methods             | Antibody                        | Clone             | Company        | Reference               | Lot number      |
|---------------------|---------------------------------|-------------------|----------------|-------------------------|-----------------|
| Directly conjugated |                                 |                   |                |                         |                 |
| FACS                | BV785/AF700 anti-CD45           | HI30              | Biolegend      | 304024 / 304048         | B284678/B219921 |
| FACS                | APC/BV711 anti-HLADR            | L243              | Biolegend      | 307610 / 307644         | B214996/B271297 |
| FACS                | PE/BV421 anti-CD14              | HCD14             | Biolegend      | 325606 / 325628         | B269397/B286544 |
| FACS                | AF700/ PE dazzle anti-CD3       | SK7               | Biolegend      | 344828 / 344844         | B245810/B220096 |
| FACS                | PeCy5 anti-CD3                  | UCHT1             | Biolgend       | 300410                  | B258253         |
| FACS                | Pedazzle/ PerCpCy5.5 anti-CD66b | G10F5             | Biolegend      | 305122 / 305108         | B279539/B260775 |
| FACS                | BV711 anti-CD56                 | 5.1h11            | Biolegend      | 362542                  | B327219         |
| FACS                | AF488/ AF700 CD19               | H1B19             | Biolegend      | 302219 / 302226         | B238185/B254252 |
| FACS                | PeCy7 anti-CD11c                | S-HCL-3           | Biolegend      | 371508                  | B258655         |
| FACS                | BV510 anti-CD16                 | 3G8               | Biolegend      | 302048                  | B265264         |
| FACS                | Pe anti-Siglec8                 | 7C9               | Biolegend      | 347104                  | B261537         |
| FACS                | Pedazzle anti-CD15              | W6D3              | Biolegend      | 323038                  | B228060         |
| FACS                | PeCy7 anti-cKIT                 | 104D2             | Biolegend      | 313212                  | B264778         |
| FACS                | BV510 antiCD4                   | OKT4              | Biolegend      | 317444                  | B252921         |
| FACS                | AF700 antiCD8a                  | SK1               | Biolegend      | 344724                  | B282429         |
| FACS – IHC (OCT)    | BV605 / AF647 anti-CD31         | WM59              | Biolegend      | 303122/ 303112          | B229211/B161860 |
| FACS                | FITC/ Pedazzle anti-EPCAM       | 9C4               | Biolegend      | 324204 / 324232         | B261790/B270029 |
| FACS                | Pedazzle/ BV650 antiThy1        | 5E10              | Biolegend      | 328134 / 328144         | B266076/B263262 |
| FACS                | PE antiPDGFRa                   | 16A1              | Biolegend      | 323506                  | B275570         |
| IHC (OCT)           | AF488 antiNeutrophil Elastase   | NP57              | SantaCruz      | sc-53388-AF488          | G1019           |
| FACS                | PerCP eFluor710 /APC antiPDPN   | Nz1.3             | eBioscience    | 46-9381-42 / 17-9381-42 | 4332205/4341948 |
| FACS                | APC antiFAP                     | 427819            | R&D systems    | FAB3715A-100            | AEHI0119011     |
| IHC (OCT)           | AF488 antiMCAM                  | P1H12             | Biolegend      | 361020                  | B270164         |
| Unconjugated        |                                 |                   |                |                         |                 |
| IHC (FFPE)          | antiPDPN                        | Clone D2-40       | Dako           | IS072                   | 10095921        |
| FACS-IHC (OCT)      | antiPDPN                        | NZ1.3             | eBioscience    | 17-9381-42              | 2065602         |
| IHC (OCT)           | Thy1                            | 5E10              | Biolegend      | 328102                  | B216386         |
| IHC (FFPE)          | Neutrophil Elastase             | NP57              | Santacruz      | sc-53388                | G0810           |
| IHC (FFPE and OCT)  | Biotinylated- antiFAP           | Polyclonal sheep  | Biotechne      | AF3715                  |                 |
| IHC (FFPE)          | CD68                            | Polyclonal rabbit | Sigma-aldrich  | HPA048982               | 007002291       |
| IHC (FFPE)          | S100A8/9 (Calprotectin)         | MAC387            | Bio-Rad        | MCA874G                 | 1801            |
| IHC (FFPE)          | IL1beta                         | 3A6               | CellSignalling | 12242S                  | 1               |
| IHC (OCT)           | ABCA8                           | Polyclonal Rabbit | ThermoFisher   | PA5-60866               | A105833         |
| IHC (OCT)           | PDGFRa                          | Polyclonal Goat   | Biotechne      | AF-307-NA               | VG0718081       |
| Isotype Control     |                                 |                   |                |                         |                 |
| IHC (OCT)           | AF647mouse IgG1                 | MOPC-21           | Biolegend      | 400135                  | B241547         |
| IHC (OCT)           | AF488 mouse IgG1                | MOPC-21           | Biolegend      | 400129                  | B27964          |

|                    |                                       |        |               |            |          |
|--------------------|---------------------------------------|--------|---------------|------------|----------|
| IHC (OCT)          | AF488 mouse IgG1                      | -      | Santacruz     | Sc-3890    | K2619    |
| IHC (OCT)          | Rat IgG2a                             | -      | eBioscience   | 16-4321-82 | 2269842  |
| IHC (OCT-FFPE)     | Mouse IgG1                            | -      | Sigma-Aldrich | 02-6100    | TB266463 |
| Secondary antibody |                                       |        |               |            |          |
| IHC (FFPE)         | Biotinylated Anti-Rabbit IgG Antibody | Goat   | Vector lab    | BA-1000    | ZE1218   |
| IHC (FFPE)         | Biotinylated Anti-Mouse antibody      | Horse  | Vector Lab    | BA-2000    | ZG0430   |
| IHC (OCT)          | Anti Rat IgG -AF488                   | Donkey | Invitrogen    | A-21208    | 2180272  |
| IHC (OCT)          | Anti Rabbit IgG-AF555                 | Donkey | Invitrogen    | A-31572    | 2017396  |
| IHC (OCT)          | Anti-Goat IgG AF647                   | Donkey | Invitrogen    | A-21447    | 1739289  |

How the deposited data were processed for this re-analysis (not part of the article)

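Ccd18-Co human colon fibroblasts were left unstimulated or given IL-1β, TNF-α or both for 3 h, and RNA from 24 cultures, 6 per group, was sequenced. Replicates and groups were taken from the authors' sample annotation. The same annotation marks 4 libraries for exclusion, and these were left out of the values reported, which rest on 20 libraries with 5 per group.

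The authors deposited counts of reads per Ensembl gene, made with Hisat2 alignments to GRCh38 and featureCounts with default settings, which ignore strand and leave out reads that match several places or several genes. These counts were not normalized. The authors also deposited TPM values, estimated with Salmon with a correction for GC content. The count table holds 58302 genes, of which 57532 (98.7%) could be given a symbol by their Ensembl identifier in GENCODE 44, and coordinates are from that annotation of GRCh38. No tissue, sorted-cell or single-cell data were used here.

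From the counts, differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling and the quasi-likelihood test, in 1 model of the 4 groups over the 14585 genes with at least 10 counts in at least 5 libraries. In total, 7 comparisons were made: each stimulated group against the unstimulated group, the stimulated groups against each other, and the departure from additivity, which is the log2 change with both cytokines minus the sum of the changes with each. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. CPM values are counts scaled to library size and TMM factor, given as mean ± SD over libraries. Gene sets were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with adjustment over the 56 tests of 8 sets in 7 comparisons, and again with an estimated correlation and with fry. The sets were NF-kB feedback genes, immediate early genes, interferon-stimulated genes, fibrillar collagen and matrix genes, contractile genes, leukocyte genes, and the genes higher or lower in inflammatory fibroblasts in Supplementary Table 7.

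The genes named were set by rule before the data were examined, as were the groups, the tests and the alternatives. They are the 8 genes the paper names for this experiment, 6 receptors and fibroblast markers it names elsewhere, and, for the 2 single-cytokine comparisons, their difference and the departure from additivity, the 3 largest increases and the 3 largest decreases among genes past the threshold with a mean of at least 5 CPM and, for the pairwise comparisons, no overlap of the libraries. Of the genes this rule names, 1 is not reported here. Interferon-stimulated genes named in the closing section were chosen after their values were seen.

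The depth of 9357182 to 16723644 assigned reads per library leaves genes of a few CPM with few counts. Reads from amplified libraries without molecular identifiers are not independent molecules, so counting error is a lower limit of the error. The edgeR procedure was tested on simulated data with known answers, drawn from the means and library sizes of the real libraries, and recovered 155 of 200 changed genes (77.5%) with 9 false calls among 14325 genes, and made 0 calls in an unchanged group. DESeq2 1.42.0 recovered 162 of 200 in 14585 genes with 26 false calls, and limma on log2(TPM + 1) recovered 157 of 200 in 13738 genes with 16 false calls.

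The alternatives were DESeq2 with its size factors, RLE scaling, library size alone, no filter on low counts, a filter of at least 1 CPM in at least 5 libraries, models of only the groups compared, all 24 libraries, each library left out in turn, the replicate number as a block, a minimum log2 fold change of 1, and limma on Salmon TPM values with a pseudocount of 1 or 0.1 and with or without a filter at 1 TPM. DESeq2 with a local dispersion fit on the 12 IL-1β and unstimulated libraries was added after the data had been seen. The groups carry the same replicate numbers, and neither the paper nor the annotation says what a number marks. Deviations from the group mean of same-numbered libraries had an r over 0.1 in all 4 pairs of IL-1β and unstimulated libraries (0.159 to 0.191) and in all 4 pairs of TNF-α and unstimulated libraries (0.105 to 0.207), against a median of -0.026 for different numbers, so for these 2 comparisons the numbers are read as pairing the libraries, and FAP with IL-1β is also given with the block, where it was 0.39. Between IL-1β and TNF-α 4 of 5 pairs were over 0.1, and the pair of replicate 3, a number without an included unstimulated library, had an r of 0.075, so the block, which gave 60 genes there, is printed with that limit. In the comparisons with both cytokines some pairs lay under 0.1, down to 0.002, and the numbers are not read as pairs there. Sequence shared with other genes was searched with blastn 2.17.0 for exact stretches of at least 75 bases.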

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

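All tests of explanations in this part were chosen after the values they address had been seen, apart from the counts over other splits of the libraries, which the design had named, although what each outcome would mean was written down only afterwards.

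The libraries given both cytokines, which the paper does not discuss, carry a signal of their own. Against unstimulated cells 4156 genes changed, 2274 higher and 1882 lower. Against IL-1β alone 951 genes changed (644 higher, 307 lower), and against TNF-α alone 687 (467 higher, 220 lower). Libraries did not overlap in 2998, 1109 and 911 genes of these comparisons, or 20.6%, 7.60% and 6.25% of those tested, against 0.794% by chance. In models of only the 10 libraries compared, these comparisons gave 4003, 625 and 438 genes, and among 100 splits of those libraries only the true one (1 of 100) gave as many. The same held for IL-1β against unstimulated (1445 genes in such a model), TNF-α against unstimulated (1705) and IL-1β against TNF-α (19), and the counts therefore cannot be put down to how the libraries fell into groups by chance. The next largest split of IL-1β and unstimulated libraries gave 1 gene, that of TNF-α and unstimulated libraries 431, that of both cytokines and unstimulated 14, and those of the stimulated groups 0. The median log2 fold change of the 6 ligand genes with both cytokines was 5.10 over unstimulated cells, 1.02 over IL-1β and 2.39 over TNF-α, with CXCL1 at 5455 ± 1036 CPM and CXCL8 at 4673 ± 324.2 CPM (SD, n = 5). With 1 library left out, the median over unstimulated cells ran from 4.80 (without unstimulated replicate 4) to 5.89 (without unstimulated replicate 2). Over TNF-α, 5 of the 6 passed the threshold. Over IL-1β none did, although 5 of the 6 were higher in every library given both, and adjusted over the list alone CXCL3 (0.0419), CXCL5 (0.0419), CXCL6 (0.0374) and CXCL8 (0.0479) had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

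The effect of both cytokines differed from the sum of the single effects on the log2 scale. An interaction term found 585 such genes, 421 below the sum and 164 above it. Of 100 regroupings only the true one (1 of 100) gave as many. These regroupings shuffled the labels of all 4 groups, which mixes the single effects into every group. They therefore cannot tell whether the effects are additive. In 20 simulations of 4 unchanged groups no gene (0) was called, and in 20 with the single effects as measured and an exactly additive combination at most 1 was. Among genes below the sum at an unadjusted p under 0.05, 93.6% were higher with either cytokine alone, and of those above it 88.6% were lower with either. As the unstimulated libraries enter the departure and the single effects alike, unchanged groups gave medians of 96.0% and 97.0%, while the additive simulations gave 75.8% and 74.4% (at most 78.5% and 77.3%). At this unadjusted threshold the measured shares lie between the 2, so they alone do not settle whether shared controls give this direction. Among the 585 genes called, 416 of the 421 below the sum were higher with either cytokine alone. Of the 164 called above it, 161 were lower with either. Unchanged groups gave 0 calls and additive ones at most 1, so for the called genes these values argue against shared controls as the source. The simulated groups all had the same spread per gene, so this does not cover controls that vary more than the stimulated libraries. Scaling was not tested as an explanation, because library size alone hardly moves this contrast (median of all genes from -0.01 to 0.02). The sum on a log2 scale is a product of fold changes, and each cytokine alone was given at 1 dose, so whether the response had reached its ceiling was not tested. Neither the paper nor the annotation states the doses within the combination. The departures are departures from additivity only if the combination used the same doses as the single cytokines.

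Single genes with such a difference, with the adjusted p of the interaction from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, were CXCL5 (log2 -2.68, 0.00757), CXCL6 (-1.83, 9.52e-06), PDPN (-0.54, 0.00551), CD69 (-3.58, 0.000117) and ESPL1 (-3.96, 0.000254) below the sum, and PPP1R3C (3.33, 2.28e-08), KCNJ2 (2.80, 1.74e-05) and IL11 (2.41, 0.000536) above it. Over the alternatives the adjusted p from edgeR, DESeq2 or limma reached 0.0536 for CXCL5 and 0.0847 for ESPL1, and stayed under 0.05 for the others. ESPL1 stood at 0.80 ± 0.40 CPM and CD69 at 0.87 ± 0.80 CPM in unstimulated cells (SD, n = 5), so the size of their departures rests on few counts. Without unstimulated replicate 2, that of CXCL5 was -3.27. IL11 rose only with both cytokines, at 29.6 ± 8.18 CPM against 10.3 ± 3.95 in unstimulated cells, 8.93 ± 2.50 with IL-1β and 6.46 ± 2.54 with TNF-α.

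Among 120 group values of named genes and of the ligand median, 11 had a single library far from the other 4 by Dixon's test, where 6 would be found by chance. Of these, 9 were replicate 4 libraries, against 2.2 by their share of the libraries. The Dixon ratios, the gap to the nearest library over the full range, were 0.72 for ESPL1 in unstimulated replicate 4, 0.872 for PPP1R3C, 0.796 for NFKBIZ and 0.837 for ZC3H12A in IL-1β replicate 4, 0.75 for CXCL3, 0.732 for TNFRSF1B and 0.75 for the ligand median in TNF-α replicate 4, and 0.779 for CXCL2 and 0.737 for the ligand median in replicate 4 with both cytokines. The other 2 were DKK1 in IL-1β replicate 2 (0.802) and IL23A in replicate 5 with both cytokines (0.782). TNF-α replicate 4 was the highest of its group for CXCL3 (571.4 CPM against 320.6 to 370.5) and the lowest for TNFRSF1B (47.0 CPM against 107.3 to 145.0).

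Across all genes the 3 stimulated replicate 4 libraries deviated from their groups in a shared direction. Their deviations followed the GC content of the genes with a median r of -0.306 (from -0.442 to -0.227), while the 12 other included stimulated libraries ran from -0.107 to 0.262, so GC content bias fits part of this shared deviation. The excluded replicate 6 libraries deviated further along the same line (from -0.656 to -0.405). GC content explained between 5.82% and 21.4% of the variance of the deviations in replicate 4. Once each library's trend with GC content had been removed, the 3 libraries still correlated with a median r of 0.194, down from 0.292. Whether GC content bias is the whole cause cannot be told apart from other shared causes, as the lowest of these correlations (0.185) lies within those of the other included replicates (up to 0.22). Gene length does not explain it, with an r of -0.089. GC content bias is not the whole cause in the named genes, as 6 of the 9 replicate 4 libraries still stood apart after each library's trend with GC content had been removed. The annotation gives no batch, and the design names nothing biological that sets replicate 4 apart, so no biological explanation was tested.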

How the results depend on the processing

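The alternatives in this part were named in advance, except DESeq2 with a local dispersion fit on 12 libraries, which was chosen after seeing the data. Unless a cause is named, the cause was not tested.

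CXCL1, CXCL2, CXCL3, CXCL5, CXCL6 and CXCL8 rose with either cytokine in every alternative, as did PDPN, which stayed past the threshold throughout, with log2 fold changes of 0.42 to 0.61 for IL-1β and 0.51 to 0.69 for TNF-α. Of 323 values of the comparisons under alternatives other than leaving out a library, 274 stayed the same, and so did 329 of 340 with 1 library left out. For named genes, 20 of 695 values fell short of the threshold, 12 newly passed it and 8 reversed, and with 1 library left out 32 of 740 fell short, 4 passed and 8 reversed. For gene sets, 9 of 182 fell short, 2 passed and 8 reversed, and with 1 library left out 12 of 280 fell short, 3 passed and 3 reversed. DESeq2 gave no adjusted p for 5 values of named genes, which were left out.

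Requiring a log2 fold change of at least 1, which by construction leaves fewer genes, gave 706 genes for IL-1β, 796 for TNF-α and 1465 for both against unstimulated cells, 139 and 149 for both against IL-1β and TNF-α, and 324 departures from additivity. DESeq2 gave 43 genes between IL-1β and TNF-α, 1480 for both against IL-1β and 1144 for both against TNF-α. With limma on log2(TPM + 0.1), log2(TPM + 1) and log2(TPM + 1) for all genes above 0, both against IL-1β gave 215, 268 and 184 genes, both against TNF-α 289, 317 and 294, and the departure 312, 347 and 298, and IL-1β against TNF-α gave 7 in the last. Without a filter on low counts IL-1β and TNF-α differed in 29 genes. Models of only the groups compared, with 10 libraries, gave 625 and 438 genes for both against IL-1β and TNF-α. For both against TNF-α, all 24 libraries gave 437 genes and library size alone 1157.

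With 1 library left out at a time, the genes changed ran from 1298 to 1618 for IL-1β, 1566 to 1987 for TNF-α and 3513 to 4019 for both against unstimulated cells, from 8 to 17 between the cytokines, from 474 to 927 for both against IL-1β (fewest without IL-1β replicate 1), from 428 to 727 for both against TNF-α (fewest without TNF-α replicate 2) and from 456 to 650 for the departure.

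Library size alone shifted the median log2 fold change of all genes by -0.16 for IL-1β, -0.15 for TNF-α and -0.28 for both against unstimulated cells. The share of changed genes that were higher went from 71.0% to 41.2% for IL-1β, from 66.5% to 37.5% for TNF-α, from 54.7% to 23.6% for both, from 67.7% to 29.2% for both against IL-1β and from 68.0% to 27.5% for both against TNF-α. With limma on log2(TPM + 1) these shares were 51.3%, 47.5%, 28.3%, 40.3% and 45.1%. The balance of higher and lower genes thus depends on the scaling.

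The ligand median for both against IL-1β was 0.798, 0.79 and 0.79 and for both against TNF-α 2.145, 2.144 and 2.144 in the 3 limma settings. FAP with IL-1β passed the threshold with at least 1 CPM (0.362), DESeq2 (0.356), the added 12-library setting (0.429) and a replicate block (0.388), and ran from 0.252 to 0.429 with 1 library left out. FAP with TNF-α fell short with library size only (0.332) and the 3 limma settings (0.361, 0.358 and 0.358). FAP for both against IL-1β ran from 0.184 to 0.391 with 1 library left out and passed only without IL-1β replicate 4. PDPN for both against IL-1β was -0.003, -0.003 and -0.003 with limma, and for both against TNF-α -0.093 with library size only, -0.046, -0.046 and -0.046 with limma and from -0.024 (without replicate 1 of the group given both) to 0.057 with 1 library left out.

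No other reversed value passed the threshold. ABCA8 with IL-1β was -0.193 with all 24 libraries, -0.204 with the added setting, -0.416, -0.254 and -0.254 with limma and, with 1 library left out, from -0.047 (without unstimulated replicate 5) to 0.306, and with TNF-α -0.39, -0.199 and -0.199 with limma. It has about 4 CPM, which limits it. With 1 library left out, IL1R1 with TNF-α ran from -0.184 to 0.004 (without TNF-α replicate 5). TNFRSF1A with IL-1β ran from -0.098 to 0.095 (without IL-1β replicate 4) and was 0.045 without unstimulated replicate 1, and with TNF-α it ran from -0.085 to 0.104, with 0.104 and 0.009 without TNF-α replicates 4 and 5 and 0.059 and 0.004 without unstimulated replicates 1 and 2. The contractile set with IL-1β ran from -0.092 to 0.064, with 0.032 without IL-1β replicate 2 and 0.045 without unstimulated replicate 5. The fibrillar set was -0.056 (all 24 libraries) and 0.015 (replicate block) with IL-1β, -0.095 and -0.023 with TNF-α, and 0.097 and 0.031 for the departure. The interferon set with IL-1β was -0.103 with all 24 libraries, 0.284 with the replicate block and from -0.734 to 0.126 (without unstimulated replicate 6) with 1 library left out. Of 56 set tests 23 passed, and 16 with an estimated correlation.

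With a replicate block, FAP and PDGFRA with IL-1β and THY1 and TNFRSF1B with TNF-α passed the threshold, and no other call on a named gene or gene set changed against unstimulated cells with either cytokine, where IL-1β gave 2014 genes and TNF-α 2420. Between IL-1β and TNF-α, where the lowest of 5 pairs had an r of 0.075, the block gave 60 genes and CXCL2 passed, the only named gene whose call changed. For the comparisons with both cytokines, where r went down to 0.002, 0.065 and 0.014, the libraries share only a number. There the block gave 2125 for both against IL-1β, 1686 for both against TNF-α and 1118 departures from additivity.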

Differences from the paper's values

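No test of an explanation was made for this part, and the settings named were compared with the paper after the values had been seen. For the 12 named genes found in the copy of Supplementary Table 9, no log2 fold change differed from the paper's value by more than the larger error.

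The paper states that both cytokines induced FAP. With IL-1β the log2 fold change here was 0.36 and did not pass the threshold over all genes (adjusted p = 0.0571 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against the paper's 0.43 (standard error 0.11) in Supplementary Table 9. It passed with DESeq2, with a filter at 1 CPM, with a replicate block (0.388), without IL-1β replicate 1, when adjusted over the list alone, and with DESeq2 on 12 libraries, a setting chosen after seeing the values. The other alternatives set before the data were examined did not pass it.

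Supplementary Table 9 lists PDGFRA among the genes changed by IL-1β. Here its log2 fold change was 0.19 with an adjusted p of 0.317 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0325 to 0.832 over the alternatives). It passed only with a replicate block (edgeR adjusted p = 0.0496) and with DESeq2 on 12 libraries (0.0325), chosen after seeing the values.

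The paper states that TNF-α induced the CXCR1 and CXCR2 ligands. For CXCL1 and CXCL2 this call lies near the threshold. Unstimulated replicate 2, which held transcripts of the IL-1β response at a median of 14.5% of the IL-1β level, lowers both fold changes. Without it, the log2 fold change with TNF-α was 2.335 for CXCL1 and 2.858 for CXCL2, against 1.426 and 1.765 with it. Without unstimulated replicate 4, the values were 1.126 and 1.449. Whether the transcripts in replicate 2 put the call near the threshold was not tested. Over the alternatives the adjusted p from edgeR, DESeq2 or limma ranged from 0.00102 to 0.128 for CXCL1 and from 0.000542 to 0.113 for CXCL2, and for CXCL1 it was 0.0501 with DESeq2.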

Other observations

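The tests of explanations in this part were chosen after the patterns they address had been seen. The gene set tests and the tests of single receptor and marker genes were set before the data were examined.

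Unstimulated replicates 1 and 2 held transcripts of the IL-1β response. Over 23 genes that rose at least 8-fold with IL-1β, replicate 2 stood at a median of 14.5% of the IL-1β level (quartiles 12.4% and 15.6%) and replicate 1 at 5.00% (4.15% and 6.12%), against 0.147% in the excluded replicate 3 and 0% in replicate 4. For these shares, here and below, each gene's lowest unstimulated value was subtracted from both levels. The lowest library is thus at 0% by construction, and 0% does not mean that replicate 4 lacked these transcripts. RNA or reads from IL-1β-stimulated cells would raise 6 genes selective for IL-1β and 11 genes alike under both cytokines to the same share, a ratio of 1. The ratio was 1 in replicate 2 and 0.809 in replicate 1, and over 90 genes that rose at least 4-fold it was 1.05 and 0.682, so this explanation fits, less closely in replicate 1. RNA or reads from TNF-α-stimulated cells are excluded by ratios of 5.75 and 5.28 on the TNF-α level. RNA or reads from cells given both cytokines are excluded by ratios of 0.39 and 0.279 between genes higher with both and genes alike. Carry-over of RNA or reads and a share of cultured cells that had met IL-1β cannot be separated by these values. No biological explanation was tested, as the design names none.

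Unstimulated replicates 5 and 6 held transcripts of the NF-kB response with another pattern, at a median of 1.48% and 7.79% of the IL-1β level. RNA or reads from IL-1β-stimulated cells are excluded by ratios of 0.247 and 0.208, and those from cells given both cytokines by 0.097 and 0.132. RNA or reads from TNF-α-stimulated cells fit, with ratios of 1.17 and 0.996, though over 90 genes the ratios were 0.572 and 0.784, so the fit is loose, most of all in replicate 5. Interferon-stimulated genes were also high in these libraries, at a median of 1.28 and 3.08 times the highest stimulated group mean, and 5 and 11 of the 12 genes were above every included stimulated library. Against all stimulated libraries, with the excluded ones, the median ratio to the highest was 0.518 in replicate 5 and 1.21 in replicate 6. RNA or reads from stimulated cells cannot bring a gene above its level in those cells, which rules them out for replicate 6. In replicate 5 they would have to make up a share of 0.518, while the genes of the IL-1β response stood at 1.48% of their level, so they do not explain this part. MX1 and IFIT3, chosen after their values were seen, stood at 38.3 and 96.6 CPM in replicate 5 and at 105 and 359 CPM in replicate 6, against at most 4.76 and 19.7 CPM in the other unstimulated libraries. IL-1β replicates 5 and 6 were raised too, at 21.1 and 44.6 CPM of MX1 against 3.08 to 7.92 in IL-1β replicates 1 to 4, and at 122 and 273 CPM of IFIT3 against 45.4 to 67.0. In the TNF-α libraries of the same numbers MX1 was 5.53 and 6.48 CPM, and with both cytokines 8.79 and 3.94 CPM. The source of the interferon-stimulated transcripts stays open, and no biological explanation was tested. Both patterns raise the unstimulated level of the ligand genes and so lower their fold changes.

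NF-kB feedback genes were higher with IL-1β in 11 of 11 genes (median log2 fold change 2.74, camera adjusted p = 1.42e-37) and immediate early genes in 14 of 15 (1.15, camera adjusted p = 2.95e-21), and with TNF-α the medians were 2.76 and 1.17. These calls held with an estimated correlation and with fry. Contractile genes (-0.03) and fibrillar collagen and matrix genes (0.03) had an adjusted p of 0.818 with IL-1β (camera), and no set differed between IL-1β and TNF-α. Of 18 interferon-stimulated genes 12 could be tested, or 66.7%, and their departure from additivity (0.60, camera adjusted p = 0.0457) did not hold with an estimated correlation (0.84) or with fry (0.574). Of 12 leukocyte genes 1 could be tested, which leaves that set without a test.

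IL1R1 did not change with IL-1β (log2 fold change -0.10) or TNF-α (-0.09), nor did TNFRSF1A (-0.03 and -0.01). TNFRSF1B rose by 1.02 with both cytokines (adjusted p = 0.00626 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) but not past the threshold with IL-1β (0.63) or TNF-α (0.65), and these effects were not shown to differ. With edgeR its adjusted p was 0.0171 for IL-1β without IL-1β replicate 4, and for TNF-α 0.0153 without TNF-α replicate 4, 0.045 without a filter on low counts and 0.0392 with a replicate block (log2 fold change 0.48), within a range of 0.0392 to 0.71 over the alternatives other than leaving out a library. THY1 (-0.12 and -0.24) did not pass the threshold except with TNF-α and a replicate block (edgeR adjusted p = 0.0192, with 0.434 the highest over the alternatives), ABCA8 (0.17 and 0.40) did not pass it, and PDGFRA passed it with TNF-α (0.34, adjusted p = 0.0248, same edgeR test) but not in 5 of 11 alternatives (adjusted p up to 0.167 with edgeR, DESeq2 or limma) or in 5 of 10 fits with 1 library left out. With TNF-α the largest increases among the named genes were in CD69 (4.37), IL23A (4.06) and PTX3 (3.90), and the largest decreases in PPP1R3C (-3.35), DKK1 (-2.81) and AURKA (-2.50).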
